# Developmental emergence of cortical neurogliaform cell diversity

**DOI:** 10.1242/dev.201830

**Published:** 2023-08-01

**Authors:** Lucia Gomez, Christelle Cadilhac, Julien Prados, Nandkishor Mule, Denis Jabaudon, Alexandre Dayer

**Keywords:** Neurogliaform, Interneuron, Cortex, Diversity, Development, Transcriptomics, Mouse

## Abstract

GABAergic interneurons are key regulators of cortical circuit function. Among the dozens of reported transcriptionally distinct subtypes of cortical interneurons, neurogliaform cells (NGCs) are unique: they are recruited by long-range excitatory inputs, are a source of slow cortical inhibition and are able to modulate the activity of large neuronal populations. Despite their functional relevance, the developmental emergence and diversity of NGCs remains unclear. Here, by combining single-cell transcriptomics, genetic fate mapping, and electrophysiological and morphological characterization, we reveal that discrete molecular subtypes of NGCs, with distinctive anatomical and molecular profiles, populate the mouse neocortex. Furthermore, we show that NGC subtypes emerge gradually through development, as incipient discriminant molecular signatures are apparent in preoptic area (POA)-born NGC precursors. By identifying NGC developmentally conserved transcriptional programs, we report that the transcription factor *Tox2* constitutes an identity hallmark across NGC subtypes. Using CRISPR-Cas9-mediated genetic loss of function, we show that *Tox2* is essential for NGC development: POA-born cells lacking *Tox2* fail to differentiate into NGCs. Together, these results reveal that NGCs are born from a spatially restricted pool of *Tox2^+^* POA precursors, after which intra-type diverging molecular programs are gradually acquired post-mitotically and result in functionally and molecularly discrete NGC cortical subtypes.

## INTRODUCTION

Cortical interneurons (INs) regulate microcircuit excitability (Isaacson and Scanziani, 2011) and belong to distinct molecular types with characteristic morphologies, electrophysiological properties, connectivity patterns, laminar distributions and developmental origins (Gouwens et al., 2020; Jiang et al., 2015; Lim et al., 2018). Using single-cell transcriptomics, over 60 subtypes of cortical INs have been identified, organized into six main classes: *Pvalb*^+^, *Sst*^+^, *Vip*^+^, *Serpinf1*^+^, *Sncg*^+^ and *Lamp5*^+^ (Tasic et al., 2018). Although molecular taxonomies have shed light on inhibitory neuron diversity in the mature cortex, when and where each of these distinct IN populations are generated and how subtype diversity arises during development remains unclear. In particular, whereas the developmental trajectories of medial ganglionic eminence (MGE)-born INs are increasingly understood (Allaway et al., 2021; Lim et al., 2018; Llorca and Deogracias, 2022), INs generated in other embryonic regions remain less explored and questions on their differentiation and diversification are still partially answered. In particular, the developmental emergence and maturation of neurogliaform cells (NGCs) originating from a spatially restricted domain in the preoptic area (POA) and expressing *Hmx3* post-mitotically (Niquille et al., 2018) remain undescribed.

NGCs are members of the *Htr3a*-expressing family of INs. They predominantly locate in upper cortical layers (ULs) and display extensive dense axonal arborizations able to modulate the activity of large neuronal populations, even crossing cortical areas (Jiang et al., 2015; Sakalar et al., 2022; Tremblay et al., 2016). NGCs are thought to be central for bottom-up and top-down integration of cortical signals, as they receive long-range corticocortical, neuromodulatory subcortical and thalamocortical inputs (Colonnese et al., 2021; Ibrahim et al., 2021). Moreover, NGCs are a significant source of ‘slow’ cortical inhibition through GABA_B_-mediated volumetric transmission (Ozsvár et al., 2021; Sanchez-Vives et al., 2021) and may thereby regulate gain modulation and coincidence detection during cortical associative tasks (Cohen-Kashi Malina et al., 2021; Hou and Capogna, 2018; Poorthuis et al., 2018).

Here, we investigated cortical NGC developmental emergence by combining intersectional genetic fate mapping, single-cell transcriptomics, and electrophysiological recordings. Specifically, using *Hmx3*-Cre::*Htr3a*-GFP;Ai14 (*Rosa26R*-tdTOM^fl/fl^) transgenic mice to label previously described NGCs (Niquille et al., 2018), we reveal that different molecular subtypes of NGCs exhibiting distinct functional and anatomical properties exist in the neocortex. Following their birth in the embryonic POA, we observed that NGC gene expression programs diverge early post-mitotically to generate two main subtypes of cells: Dock5^+^NGCs and Lsp1^+^NGCs, which depend on the transcription factor (TF) *Tox2* for their maturation.

Together, our results reveal an unexpected level of functional, molecular and anatomical diversity within NGCs that is gradually acquired post-mitotically and emerges from a *Tox2*-expressing, spatially restricted pool of POA progenitors.

## RESULTS

NGCs, a subgroup of *Htr3a*-expressing INs, are specifically labeled in *Hmx3*-Cre::*Htr3a*-GFP;Ai14 mice (Niquille et al., 2018). 

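Single cells were captured on microfluidic C1 chips, their cDNA was tagged with unique molecular identifiers (UMIs) of 5 bases, and every sample is 1 cell. In the cells, tdTOM marks the Hmx3 lineage and GFP marks expression of Htr3a. The paper pooled 5 brains at P15 and 6 at P30, and no label names the animal of a cell. Each sort at each age was therefore taken as 1 sample without replicates, and no test was run. The authors aligned the reads to GRCm38, removed duplicates by UMI, counted exonic reads per gene, and left out cells under 1000 genes or 100000 UMIs or over 20% mitochondrial reads; the deposited values were their counts per gene and cell. At P15, 196 tdTOM+ cells held 23365 to 991458 counts (median 266555) and 194 tdTOM- cells held 37076 to 949562 (median 242303.5). At P30, 301 tdTOM+ cells held 18412 to 923652 counts (median 226966) and 280 tdTOM- cells held 78917 to 870221 (median 204616.5). The tables of both ages had 17465 gene rows but shared 11979 of them. The P15 table had no row for Tox2 or for mitochondrial genes, so levels were not compared between the ages. The authors' label of each cell named a transcriptional subtype or called the cell inconclusive; they assigned it by machine learning from the same expression values that are compared between the labels here. Core NGCs were the tdTOM+ cells labelled Dock5 or Lsp1 (69 at P15, 111 at P30), and core non-NGCs were the tdTOM- cells of any other subtype (89 at P15, 96 at P30). Counts were summed over the cells of a group and scaled by the group's total to CPM. Log2 folds were taken after adding 10 CPM to both groups. The ranges given with CPM are exact Poisson 95% intervals and those given with shares are exact Clopper-Pearson 95% intervals; both cover counting error only. The Poisson intervals are too narrow, since genes found in 5 to 10% of the cells had on average 21.4 counts at P15 and 22.5 at P30 in each cell that had any.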

In order to investigate the emergence of their molecular diversity, we collected *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ (POA-born) (Fig. 1A, Figs S1, S2A) and *Hmx3*;tdTOM^−^/*Htr3a*-GFP^+^ [caudal ganglionic eminence (CGE)-born] UL INs (Fig. S3A,B) at postnatal days (P) 15 and P30 using fluorescence-activated cell sorting (FACS), and performed single-cell RNA sequencing (scRNA-seq).

**Fig. 1.**
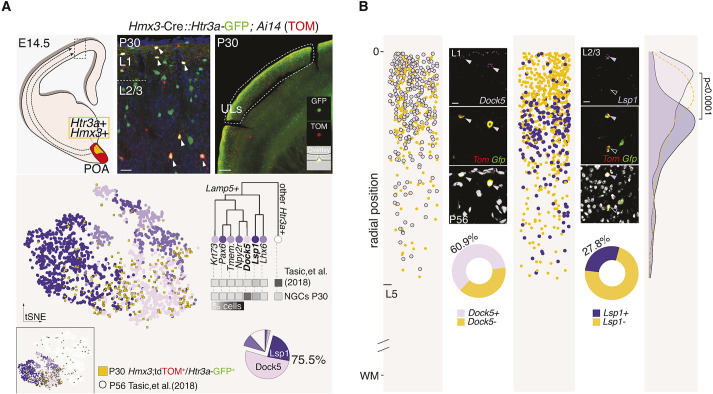
**UL NGCs consist of two transcriptionally defined subtypes.** (A) Schematic illustrating the procedure for microdissection and single-cell capture for RNA-seq of UL cortical INs from *Hmx3*-Cre::*Htr3a*-GFP;Ai14 (*Rosa26R*-tdTOM^fl/fl^) postnatal mice. Schematic of an E14.5 coronal section through the preoptic area (POA) where the red shaded region represents the POA region populated by Hmx3-expressing cells and the yellow shaded region represents the POA micro-domain populated by cells expressing both Htr3a and Hmx3. Dashed arrows illustrate the migration process of POA-derived Htr3a^+^Hmx3^+^ cells towards the neocortex (dashed rectangular box). Left image shows a P30 coronal section through the cortex containing post-migratory POA-derived Htr3a^+^Hmx3^+^ interneurons (arrowheads). Right image illustrates the upper layers (ULs) of a cortical region micro-dissected for RNA sequencing (dashed region) (insets show one of these cells captured in a micro-fluidic chamber for sequencing). tSNE plot shows the integration coordinates of sequenced P30 NGCs that passed quality control (*Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ cells, *n*=301) onto P56 cortical *Htr3a*-expressing INs (*n*=4743) (Tasic et al., 2018) (inset tSNE covers all *Htr3a*-expressing IN subtypes, main tSNE displays only *Htr3a*^+^*Lamp5*^+^ INs). Hierarchical tree (adapted from Tasic et al., 2018) illustrating the common root and transcriptomic proximity of *Lamp5*-expressing subtypes and the splitting point on the parent node of *Htr3a*-expressing INs obtained from the Tasic et al. (2018) dataset (*Lamp5*-expressing subtypes: *Krt73*^+^, *Pax6*^+^, *Tmem182*^+^, *Npy2r*^+^, *Dock5*^+^, *Lsp1*^+^ and *Lhx6*^+^, see subtype definitions below). Heatmap shows the percentage subtype enrichment of P30 NGCs (*Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^) versus non-NGC enriched pan-INs sampling (Tasic et al., 2018) (raw data available in Table S1 and detailed frequencies in Table S2) with darker shades representing a higher percentage of cells. Pie chart displays the percentage of P30 NGCs mapping to each *Htr3a*-expressing IN subtype [highlighted NGCs fraction mapping to Dock5^+^ NGC and Lsp1^+^ NGC subtypes, 51.7% (*n*=76) and 23.8% (*n*=35), respectively; total 75.5%: 111 out of 147 assigned cells, remaining 154 cells failed to reach a consensus prediction] (raw data in Table S1 and detailed frequencies in Table S2). (B) smFISH validation of *Dock5* and *Lsp1* expression in P56 *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ cells (NGCs) (479 cells for *Dock5* quantification, 5 technical replicates; 746 cells for *Lsp1* quantification, 5 technical replicates, independent experiments). Images illustrate the mRNA expression of these markers in fate-mapped NGCs (filled arrowheads indicate Dock5^+^ or Lsp1^+^ NGCs and unfilled arrowheads indicate Lsp1^−^ NGCs). Pie charts represent the mean percentage of NGCs expressing either *Dock5* or *Lsp1* mRNAs across ULs [60.9% (*n*=292, s.d.=23) and 27.8% (*n*=208, s.d.=9), respectively]. Scatter plots detail the cortical position of quantified NGCs across cortical ULs depth (distance relative to pia surface – set as value 0) color-coded by their expression of *Dock5*, *Lsp1* or neither (only *tdTom* and *Gfp*) (single-cell categorization and position as well as detailed frequencies available in Table S3). Density plot displays the laminar distribution of quantified NGCs according to their gene expression profiles (D=0.19, *P*-value=4.45×10^−9^; Kolmogorov–Smirnov two-sided test). Color-coding: Dock5^+^NGCs or *Dock5* mRNA expression (pink), Lsp1^−^NGCs or *Lsp1* mRNA expression (purple), all NGCs (yellow), *Lamp5*^+^ subtypes (shades of purple), *Lamp5*^−^ subtypes (white). Color-shape-coding: *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ cells (yellow squares or circles), *Lamp5*^+^ specific subtypes (shades of purple circles), *Lamp5*- subtypes (white). Subtype definitions: *Krt73* (Tasic et al., 2018 subtype *Lamp5 Krt73*), *Pax6* (*Lamp5 Fam19a1 Pax6*), *Tmem*. (*Lamp5 Fam19a1 Tmem182*), *Npy2r* (*Lamp5 Ntn1 Npy2r*), *Dock5* (*Lamp5 Plch2 Dock5*), *Lsp1* (*Lamp5 Lsp1*) and *Lhx6* (*Lamp5 Lhx6*). L, layer; ULs, upper layers; WM, white matter. Scale bars: 25 µm (A, high magnification); 500 µm (A, low magnification); 10 µm (B).

### UL NGCs consist of two transcriptionally defined subtypes

To determine the transcriptional subtype(s) to which POA-born cortical NGCs belong, we mapped and label-transferred UL-sorted and sequenced NGCs onto adult *Htr3a*-expressing INs (Tasic et al., 2018) (Fig. 1A, Figs S2A, S3, Table S1). 

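Of the tdTOM+ cells, 85 of 196 at P15 (43.4%, 95% interval 36.3% to 50.6%) and 154 of 301 at P30 (51.2%, 45.4% to 56.9%) were labelled inconclusive and were left out, as in the paper. Among the 111 assigned tdTOM+ cells at P15, 36 were labelled Lamp5 Plch2 Dock5 (32.4%, 23.9% to 42.0%) and 33 were labelled Lamp5 Lsp1 (29.7%, 21.4% to 39.1%), together 62.2% (52.5% to 71.2%). Among the 147 assigned tdTOM+ cells at P30, the numbers were 76 (51.7%, 43.3% to 60.0%) and 35 (23.8%, 17.2% to 31.5%), together 75.5% (67.7% to 82.2%). Dock5 cells made up 52.2% (39.8% to 64.4%) of these NGCs at P15 and 68.5% (59.0% to 77.0%) at P30, and Lsp1 cells 47.8% and 31.5%. The choice that moved the shares most was the denominator. Over all sorted tdTOM+ cells, inconclusive ones included, NGCs were 35.2% at P15 and 36.9% at P30.

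**Figure D1:**
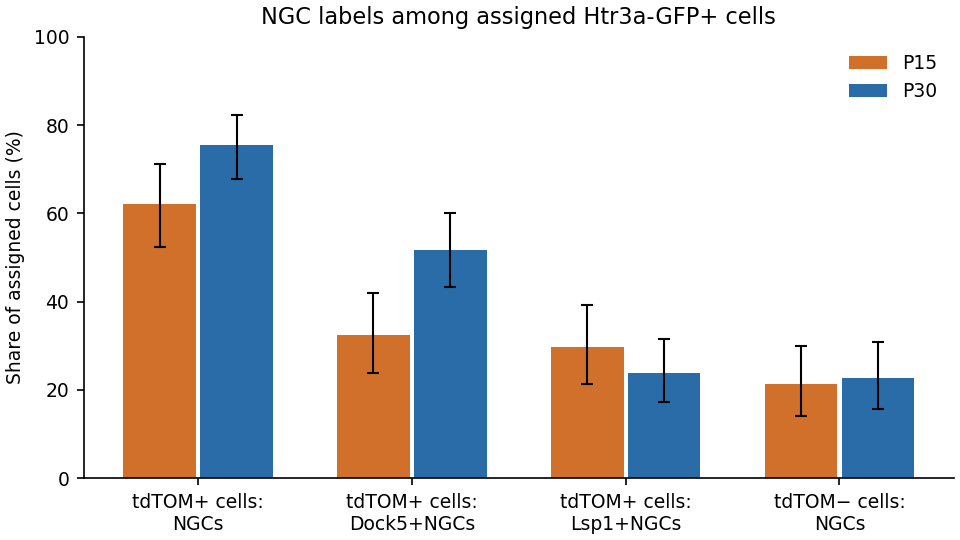
Shares of assigned cells (%) that carry an NGC label, by sort and subtype, at P15 (orange) and P30 (blue), with exact Clopper-Pearson 95% intervals. NGC labels took 62.2% and 75.5% of assigned tdTOM+ cells and 21.2% and 22.6% of assigned tdTOM- cells.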

Machine learning approaches (see Materials and Methods; Figs S2B, S3A,B) revealed that most of collected POA-born INs (75.5% at P30 and 62.2% at P15) belong to two previously identified *Htr3a*^+^ transcriptional subtypes: *Lamp5*^+^ *Plch2*^+^ *Dock5*^+^ cells (hereafter called Dock5^+^NGCs; 51.7% of all *Htr3a*^+^ cells at P30 and 32.4% at P15; 68.4% of NGCs at P30 and 52.2% at P15) and *Lamp5*^+^ *Lsp1*^+^ cells (hereafter called Lsp1^+^NGCs; 23.8% of all *Htr3a*^+^ cells at P30 and 29.7% at P15; 31.5% of NGCs at P30 and 47.8% at P15) (Fig. 1A, Fig. S2A, Table S2). CGE-born INs (i.e. *Hmx3*;tdTOM^−^/*Htr3a*-GFP^+^) mapped cell types instead distributed in a complementary manner (77.4% Dock5^−^Lsp1^−^ at P30; 78.8% Dock5^−^Lsp1^−^ at P15) (Fig. S3A,B, Table S2). 

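Among tdTOM- cells, 81 of 194 at P15 (41.8%, 34.7% to 49.0%) and 156 of 280 at P30 (55.7%, 49.7% to 61.6%) were inconclusive. Of the 113 assigned at P15, 89 carried neither NGC label (78.8%, 70.1% to 85.9%), and 75 of these 89 were Lamp5-negative (66.4% of the assigned cells, 56.9% to 75.0%). Of the 124 assigned at P30, 96 carried neither label (77.4%, 69.0% to 84.4%) and 75 of these were Lamp5-negative (60.5%, 51.3% to 69.1%). The remaining tdTOM- cells were 4 Dock5 and 20 Lsp1 cells at P15, and 28 cells at P30 that were all labelled Lsp1. With the inconclusive cells in the denominator, the share that carried neither label was 45.9% at P15 and 34.3% at P30.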

Of the *Lamp5*^+^*Dock5*^+^ and *Lamp5*^+^*Lsp1*^+^ cells assigned in both mouse lines, the vast majority were labeled by the *Hmx3*-Cre;tdTOM approach, suggesting that it provides high efficiency labeling for these subtypes [at P30: 79.8% (100% *Lamp5*^+^Dock5^+^ and 55.5% *Lamp5*^+^*Lsp1*^+^); at P15: 74.2% (90% *Lamp5*^+^*Dock5*^+^ and 62.3% *Lamp5*^+^*Lsp1*^+^)]. These results suggest that, within the diverse *Htr3a*-expressing IN family composed of 29 subtypes (Tasic et al., 2018), both Dock5^+^NGCs and Lsp1^+^NGCs belong to the *Hmx3* lineage (Fig. 1A, Fig. S2A) and that genetic fate mapping is a useful technique to enhance the capture of NGC subtypes (Fig. 1A, Table S2).

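Pooled over both sorts, 93 cells at P15 and 139 at P30 were labelled Dock5 or Lsp1. Of these, 69 at P15 (74.2%, 64.1% to 82.7%) and 111 at P30 (79.9%, 72.2% to 86.2%) were tdTOM+. By subtype, 36 of 40 Dock5 cells at P15 (90.0%, 76.3% to 97.2%) and 76 of 76 at P30 (lower limit 95.3%) were tdTOM+, against 33 of 53 Lsp1 cells at P15 (62.3%, 47.9% to 75.2%) and 35 of 63 at P30 (55.6%, 42.5% to 68.1%). The intervals of the Lsp1 cells include 50% at both ages. These shares depend on how many cells of each sort were collected. With both sorts weighted to the same number of assigned cells, the pooled share was 74.5% at P15 and 77.0% at P30. From the labels of the sorted cells, the paper proposes that both Dock5+NGCs and Lsp1+NGCs belong to the Hmx3 lineage.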

We next assessed whether these two main molecular subtypes of NGCs show different laminar distributions in the cortex. For this purpose, we used single-molecule fluorescence *in situ* hybridization (smFISH) to detect the expression of *Dock5* or *Lsp1* transcripts in ULs fate-mapped NGCs at P56 (Fig. 1B, Table S3). smFISH quantification results supported the NGC-subtype proportions found in ULs using scRNA-seq (60.9% *Dock5*^+^NGCs and 27.8% *Lsp1*^+^NGCs) and revealed specific laminar enrichments for NGC-subtypes: whereas *Dock5*^+^NGCs locate preferentially in L1 (70%; Table S3), *Lsp1*^+^NGCs distribute more evenly across ULs, peaking in L2/3 (Fig. 1B) and are also occasionally observed in cortical deep layers (DLs).

Together, these results reveal that POA-born NGCs located in cortical ULs are diverse, belonging to two main *Lamp5*^+^ molecular subtypes. Moreover, *Dock5*^+^NGCs and *Lsp1*^+^NGCs display complementary laminar distributions.

### NGC type and subtype molecular signatures

Next, we aimed at identifying the molecular signatures characterizing the NGC type (composed of Dock5^+^NGCs and Lsp1^+^NGCs), versus other *Htr3a*^+^ INs and each NGC subtype (Dock5^+^NGCs versus Lsp1^+^NGCs) (Fig. 2A,B, Table S4). To do so, we first compared postnatally conserved gene expression patterns in NGCs (belonging to *Dock5*^+^ and *Lsp1*^+^ subtypes) with the related non-NGC IN population (*Dock5*^−^ or *Lsp1*^−^ INs; i.e. *Htr3a*^+^ CGE-born INs) (Fig. 2A). Using support vector machine (SVM) classification (see Materials and Methods), we identified the top 150 transcripts distinguishing each population from P15 to adulthood and found that, whereas the TFs *Tox2* and *Tox3* are enriched in NGCs, *Npas1* and *Npas3* are enriched in CGE-born INs (Table S5). 

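In the GENCODE M21 annotation of GRCm38, Tox2 is ENSMUSG00000074607 on chromosome 2, from 163203125 to 163324170. It was at 214 CPM (209 to 219.6) in core NGCs at P30 and at 35.1 CPM (32.8 to 37.5) in core non-NGCs, a log2 fold of 2.31. A Tox2 count was found in 79.3% of the NGCs and 47.9% of the non-NGCs. After every cell was thinned to 136200 counts, which left out 10 NGCs and 11 non-NGCs below that depth, these shares were 78.2% and 36.5%. Without a row for the gene, no value can be given at P15. The measure that lowered this fold most was the share of thinned cells, at a log2 ratio of 1.09; the mean of the log-transformed values of single cells gave 3.25. Tox3 (ENSMUSG00000043668; chromosome 8, 90247040 to 90348343) was at 293 CPM (286 to 301) in NGCs against 37.8 CPM (35.5 to 40.2) in non-NGCs at P15, and at 144 CPM (139.5 to 148) against 29.8 CPM (27.7 to 32.1) at P30. Npas1 (ENSMUSG00000001988; chromosome 7, 16455721 to 16477728) was lower in NGCs, with 6.57 CPM (5.50 to 7.79) against 253 CPM (247 to 259) at P15 and 6.65 CPM (5.75 to 7.66) against 227 CPM (221 to 233) at P30. For Npas3 (ENSMUSG00000021010; chromosome 12, 53248677 to 54072175) the levels were 91.7 CPM (87.6 to 96.0) against 552 CPM (544 to 561) at P15, and 110.1 CPM (106 to 114) against 454 CPM (445 to 462) at P30. Of the genes printed in the volcano plot of Fig. 2A, 28 of the 28 with a row at P15 and 30 of 30 at P30 lay in the drawn direction. The study picked these genes on the same cells, so the tally is not independent evidence. Among genes with at least 50 CPM in the higher group, those that differed most at both ages were Sv2c (log2 folds of 3.71 at P15 and 3.50 at P30), Mpped1 (3.12 and 2.48) and Nxph1 (3.98 and 2.45) on the NGC side. On the other side were Npas1 (-3.99 and -3.83), Tac2 (-3.82 and -4.29) and Crh (-4.21 and -3.62). From transcripts ranked by their weight in an SVM classifier, the paper states an enrichment of Tox2 and Tox3 in NGCs and of Npas1 and Npas3 in CGE-born INs.

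**Figure D2:**
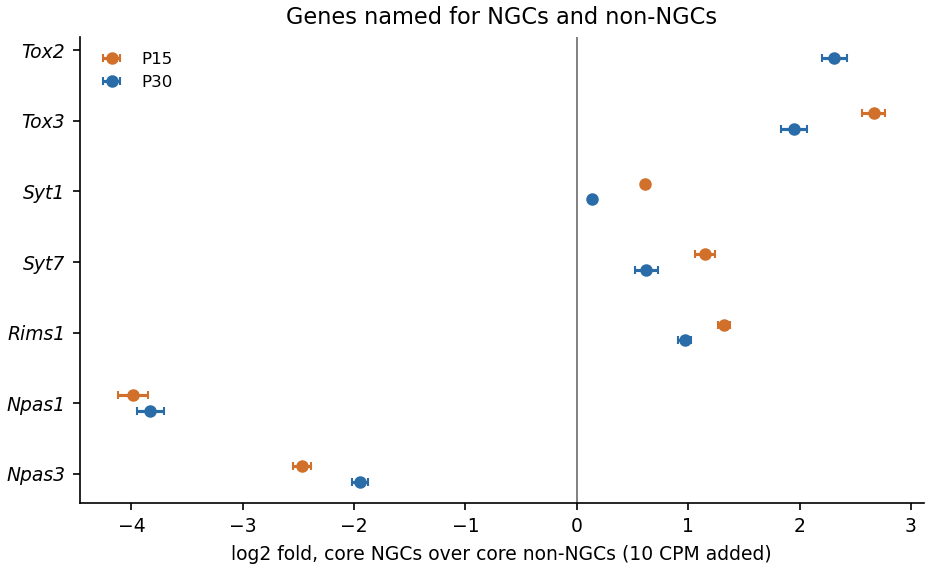
Log2 fold of core NGCs over core non-NGCs (10 CPM added) for 7 genes named in the paper, at P15 (orange) and P30 (blue); bars are intervals for counting error only. Tox2, Tox3, Syt1, Syt7 and Rims1 lie above 0 and Npas1 and Npas3 below 0 at each age with a row.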

We validated *Tox2* differential expression in NGCs versus other *Htr3a*^+^ INs quantitatively using smFISH (Fig. 2A, Table S7). 

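Within the Htr3a-GFP+ cells at P30, Tox2 was at 226 CPM (219 to 233) in the 76 tdTOM+ cells labelled Dock5 and at 192 CPM (183 to 201) in the 35 labelled Lsp1. The 36 tdTOM+ cells of other subtypes were at 65.3 CPM (60.4 to 70.5). In the tdTOM- sort, the 28 cells labelled Lsp1 were at 169 CPM (159 to 178). Inconclusive cells were at 169.6 CPM (165 to 174) in the tdTOM+ sort and at 50.3 CPM (47.9 to 52.7) in the tdTOM- sort. Cortical cells outside the Htr3a-GFP+ sorts were not analysed here.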

Although *Tox2* is a specific marker for NGCs compared with other members of the *Htr3a*-expressing IN family, lower RNA expression levels of *Tox2* are detectable in other cortical cell types (Fig. S4D,E). 

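Among genes for transmitter release, Syt1 (ENSMUSG00000035864; chromosome 10, 108497650 to 109010982) had the smallest difference of 3 that were examined, with 4741 CPM (4711 to 4771) in core NGCs and 3095 CPM (3074 to 3117) in core non-NGCs at P15 (log2 fold 0.61), and 5031 CPM (5005 to 5056) against 4568 CPM (4542 to 4595) at P30 (log2 fold 0.14). Syt1 was counted in 100% of the cells of both groups, so the share of cells with a count shows no difference. Syt7 (ENSMUSG00000024743; chromosome 19, 10389090 to 10453180) was at 224 CPM (218 to 231) against 95.7 CPM (92.0 to 99.4) at P15 and at 119.9 CPM (116 to 124) against 74.2 CPM (70.9 to 77.7) at P30, log2 folds of 1.15 and 0.62. Rims1 (ENSMUSG00000041670; chromosome 1, 22286251 to 22805994) was at 679 CPM (667 to 690.2) against 266 CPM (259.7 to 272) at P15, a log2 fold of 1.32, and at 464 CPM (456 to 472) against 232 CPM (226 to 238) at P30, a log2 fold of 0.97.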

Gene enrichment analysis on the identified core gene sets (Fig. S4A-C, Table S5) further revealed that NGCs express more synaptic release-related transcripts compared with non-NGCs (e.g. *Syt1*, *Syt7*, *Rims1*), potentially reflecting specificities in vesicle exocytosis (Kaeser et al., 2012).

**Fig. 2.**
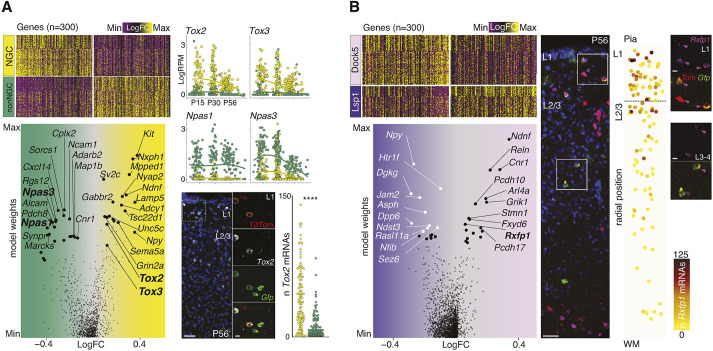
**NGC type and subtype molecular architectures.** (A) Heatmap displaying gene expression fold change (FC) values for NGCs (yellow) versus non-NGC (other *Htr3a*^+^ INs) (green) postnatally conserved DEGs (columns) across maturation-ordered cells (rows) (see detailed FC and SVM weight per gene in the model, *n*=300, 150 per type, in Table S5). Color gradient: magenta, low; black, mid; yellow, high. Volcano plot representing genes ranked by FC and SVM weights (names for the top 15 genes per IN type are highlighted, with transcription factor (TF) family groups per type in bold). Scatter plots with LOESS fitting illustrate gene expression from P15 to P56 for bold-highlighted TFs on NGCs (yellow) and non-NGCs (green). Low-magnification and high-magnification (inset) images representing the smFISH experiment for *Tox2*, *Gfp* and *Tom* at P56 in *Hmx3*-Cre::*Htr3a*-GFP;Ai14 mouse cortical sections. Bottom scatter plot represents the single-cell quantitative analysis of *Tox2* mRNAs for NGCs (yellow) and non-NGCs (green). *y*-axis represents the number of mRNA molecules detected per single cell (unpaired *t*-test, ****P<0.0001; *n*=3 brains, 282 cells) (Table S7). (B) Heatmap displaying gene expression FC values for Dock5^+^NGCs (pink) versus Lsp1^+^NGCs (purple) postnatally conserved DEGs (columns) across maturation-ordered cells (rows) (see detailed FC and SVM weight per gene in the model, *n*=300, 150 per type, in Table S6). Volcano plot representing genes ranked by FC and SVM weights (names for the top 15 genes per IN type are highlighted, with *Rxfp1*, a Dock5^+^NGC-specific gene validated *in situ* in bold). Low- and high-magnification (inset) images illustrating the smFISH experiment for *Rxfp1*, *Gfp* and *Tom* at P56 on *Hmx3*-Cre::*Htr3a*-GFP;Ai14 mouse cortical sections (filled arrowheads indicate Rxfp1^+^ cells and unfilled arrowheads indicate Rxfp1^−^ cells). Scatter plot representing single-cell quantitative assessment of *Rxfp1* expression across cortical depth (*y*-axis) (*n*=3 brains, 108 cells) (Table S8). Color gradient indicates the number of *Rxfp1* mRNA molecules detected on each single cell (yellow, low; brown, mid; black, high). Color-coding: FC gradient (magenta, low; black, mid; yellow, high); NGC type (yellow), non-NGC *Htr3a*^+^ INs (green), Dock5^+^NGC subtype (pink), Lsp1^+^NGC subtype (purple); *Rxfp1* mRNA smFISH count gradient (yellow, low; brown, mid; black, high). LogFC, Log1p fold change; L, layer, WM, white matter. Scale bars: 50 µm (A, low magnification); 10 µm (A, high magnification; B, high magnification); 25 µm (B, low magnification).

We then set out to find out the molecular signatures distinguishing NGC subtypes (Dock5^+^NGCs versus Lsp1^+^NGCs) throughout postnatal maturation (Fig. 2B, Table S6). 

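The subtypes were compared within the core tdTOM+ cells, 36 Dock5+NGCs (10557163 counts) with 33 Lsp1+NGCs (9684347 counts) at P15 and 76 (19168453 counts) with 35 (9833645 counts) at P30. Ndnf (ENSMUSG00000049001; chromosome 6, 65671590 to 65712326) was at 3923 CPM (3885 to 3961) in Dock5+NGCs and 991 CPM (971 to 1011) in Lsp1+NGCs at P15, a log2 fold of 1.97. At P30 it was at 2173 CPM (2152 to 2194) against 939 CPM (920.0 to 958). The alternative that moved Ndnf most was the share of thinned cells with a count, which left log2 ratios of 0.05 at P15 and 0.01 at P30, since almost all cells of both subtypes had a count. Npy (ENSMUSG00000029819; chromosome 6, 49822710 to 49829507) was lower in Dock5+NGCs, with 4193 CPM (4154 to 4232) against 10384 CPM (10319.7 to 10448) at P15 (log2 fold -1.31) and 2194 CPM (2173 to 2215) against 7748 CPM (7693 to 7804) at P30 (log2 fold -1.82). It was counted in 100% of the cells of both subtypes, and so the share of cells gives it no direction.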

We found that *Ndnf* and *Npy* were differentially expressed in Dock5^+^NGCs and Lsp1^+^NGCs, respectively (Fig. 2B). This finding indicates that Dock5^+^NGCs likely correspond to the previously named canopy cells (NDNF^+^ NPY-low NGCs), mostly located in L1 (Schuman et al., 2019), whereas Lsp1^+^NGCs would correspond to NDNF-low NPY^+^ NGCs, mostly located in L2-6. In addition, among the top NGC-subtype distinctive markers, we identified the relaxin family receptor 1 (*Rxfp1*) as a specific marker for Dock5^+^NGCs. 

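Rxfp1 (ENSMUSG00000034009; chromosome 3, 79641611 to 79737880) was at 265 CPM (256 to 275) in Dock5+NGCs against 29.8 CPM (26.5 to 33.5) in Lsp1+NGCs at P15, and at 342 CPM (334 to 351) against 75.9 CPM (70.5 to 81.5) at P30. The log2 folds were 2.79 and 2.04. Each cell was thinned to 149100 counts at P15 and 141100 at P30, with 5 and 10 Dock5+NGCs and 2 and 1 Lsp1+NGCs below that depth left out. Of the cells that remained, 96.8% of Dock5+NGCs and 58.1% of Lsp1+NGCs had an Rxfp1 count at P15, and 86.4% and 61.8% at P30. Without thinning the shares were 100% and 63.6% at P15 and 85.5% and 68.6% at P30. Over genes with at least 50 CPM in the higher subtype, ranked by the smaller of their folds at P15 and P30, Rxfp1 was number 3 towards Dock5+NGCs, after Cacna2d3 (2.20 at P15 and 2.77 at P30) and Apbb1ip (2.06 and 2.07). Towards Lsp1+NGCs the same rule gave Spout1 (-1.98 and -2.81), Lamb1 (-1.87 and -1.85) and Dgkg (-1.63 and -2.92). Spout1 and Lamb1 were higher in Dock5+NGCs in a separate set of 47 patched and sequenced NGCs (patch-seq), by log2 folds of 0.39 and 0.46, which became -0.022 and -0.081 without the cell of each subtype that had the largest count of the gene.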

Using smFISH, we confirmed that *Rxfp1* is expressed preferentially in UL NGCs at P56, where Dock5^+^NGCs predominate (Figs 1B, 2B, Tables S3, S8). Gene enrichment analysis contrasting the two NGC subtypes (Fig. S5, Table S6) indicated that Dock5^+^NGCs expressed abundant cell adhesion molecule-related transcripts compared with Lsp1^+^NGCs. 

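Of the protocadherin genes, Pcdh10 (ENSMUSG00000049100; chromosome 3, 45378398 to 45435623) was at 362 CPM (350.2 to 373) in Dock5+NGCs against 143 CPM (136 to 151) in Lsp1+NGCs at P15, and at 367 CPM (359 to 376) against 97.9 CPM (91.8 to 104) at P30, log2 folds of 1.28 and 1.81. Pcdh17 (ENSMUSG00000035566; chromosome 14, 84443563 to 84539002) was at 1106 CPM (1086 to 1127) against 252 CPM (242 to 263) at P15 and at 488 CPM (478 to 498) against 241 CPM (231 to 251) at P30, log2 folds of 2.09 and 0.99. By summed counts, both genes lay in the opposite direction in 47 patched and sequenced NGCs (patch-seq). There Pcdh10 was at 77.3 CPM (71.4 to 83.5) in Dock5+NGCs and 117 CPM (114 to 120.1) in Lsp1+NGCs, and Pcdh17 at 176 CPM (167 to 186) and 204 CPM (200.3 to 208). By the mean CPM of single cells, Pcdh17 had the direction of the sorted cells (log2 fold 0.52) and Pcdh10 did not (-0.29); by the mean of log-transformed values, neither did (-0.21 and -0.84).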

Notably, the protocadherins *Pcdh10* and *Pcdh17* are enriched in Dock5^+^NGCs (Fig. S5), suggesting the existence of cell–cell interaction mechanisms that could mediate NGC subtype-specialized contacts (Lefebvre et al., 2012). In addition, we observed a differential enrichment of glutamate versus GABA receptor expression in Dock5^+^NGCs and Lsp1^+^NGCs, respectively (Fig. S5), likely reflecting distinct synaptic partners and inputs for each subtype. Specifically, whereas transcripts for the glutamate ionotropic receptors subunits *Grik1*, *Grik2* and *Grin3a* were more expressed in Dock5^+^NGCs, Lsp1^+^NGCs were enriched in genes encoding for GABA type-A receptor subunits such as *Gabrd* and *Gabra5*.

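For glutamate receptor subunits, Grik1 (ENSMUSG00000022935; chromosome 16, 87895900 to 88290265) was at 896 CPM (878 to 914) against 224 CPM (215 to 233) at P15 and 601 CPM (589.6 to 612) against 379.5 CPM (367 to 392) at P30, giving the level in Dock5+NGCs first. Grik2 (ENSMUSG00000056073; chromosome 10, 49094833 to 49788766) was at 132 CPM (125 to 139) against 100.2 CPM (94.0 to 107) at P15 and 244 CPM (237 to 251) against 98.2 CPM (92.1 to 105) at P30. Its log2 fold at P15 was 0.37, and it changed sign to -0.29 when only the cells of plate rows 1 to 20 were used. Grin3a (ENSMUSG00000039579; chromosome 4, 49661611 to 49845744) was at 487 CPM (474 to 500.5) against 72.4 CPM (67.1 to 77.9) at P15 and 258 CPM (251 to 265) against 106 CPM (99.3 to 112) at P30. For GABA type-A receptor subunits, Gabrd (ENSMUSG00000029054; chromosome 4, 155384980 to 155398112) was at 251 CPM (241 to 260.5) against 385 CPM (373 to 398) at P15 and 64.6 CPM (61.0 to 68.3) against 141 CPM (134 to 149) at P30, and Gabra5 (ENSMUSG00000055078; chromosome 7, 57407672 to 57510059) was at 43.4 CPM (39.5 to 47.5) against 192 CPM (183 to 201) at P15 and 23.3 CPM (21.2 to 25.5) against 73.6 CPM (68.4 to 79.2) at P30. Of the 10 genes that the text names for a subtype, 10 lay in the stated direction at each age. Of the genes printed in the volcano plot of Fig. 2B, 19 of the 19 with a row at P15 and 20 of 20 at P30 did; the study chose them on the same cells. From the neuropeptide, adhesion, synaptic and receptor transcripts together, the paper proposes that the NGC subtypes have distinct roles in cortical circuits.

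**Figure D3:**
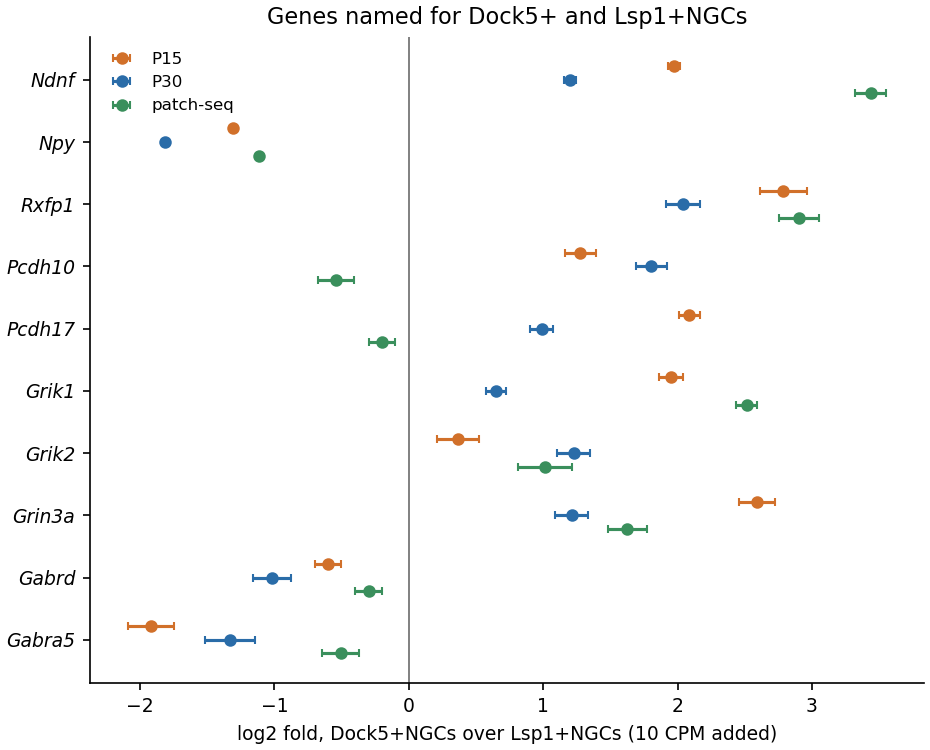
Log2 fold of Dock5+NGCs over Lsp1+NGCs (10 CPM added) for the 10 genes named in the text, at P15 (orange), at P30 (blue) and in patch-seq cells (green); bars are intervals for counting error only. By summed counts of the patch-seq cells, Pcdh10 (-0.54) and Pcdh17 (-0.20) lie on the opposite side of 0 from P15 and P30.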

Altogether, these results suggest that molecularly defined NGC subtypes may play distinct roles in cortical circuits, as proposed by their differential expression of transcripts for neuropeptides, cell adhesion molecules, synaptic regulators and receptors.

### Functional and anatomical correlates of NGC subtypes

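The patch-seq data held 47 tdTOM+/GFP+ cells patched between P14 and P25, 1 cell per sample, with counts per gene deposited by the authors for 49585 genes. The authors predicted the subtype of each cell from its expression with the SVM model trained on the sorted and adult cells, and labelled 20 cells Dock5 and 27 cells Lsp1. Cells held 33826 to 15968484 counts, with medians of 378451.5 in Dock5+NGCs and 1037400 in Lsp1+NGCs. The summed counts were 8166271 and 53198151. A single Lsp1+NGC held 30.0% of the counts of its subtype, and values were therefore also computed as means over single cells and with each cell thinned to 101700 counts, which left out 3 Dock5+NGCs and 2 Lsp1+NGCs. Over the 10 genes that the paper names for a subtype in the sorted cells, 8 had the same direction in the patch-seq cells by summed counts, and 9 by the mean CPM of single cells or by thinned sums, where Pcdh17 changed sides. Ndnf was at 305 CPM (294 to 318) against 19.1 CPM (18.0 to 20.3), with Dock5+NGCs given first, Npy at 3769 CPM (3727 to 3811) against 8162 CPM (8138 to 8186) and Rxfp1 at 104 CPM (97.3 to 111) against 5.23 CPM (4.63 to 5.88). Of the 20 genes printed in Fig. 2B, 18 had the drawn direction. The model that gave these labels was built on the study's subtype genes, so neither tally is independent evidence.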

To investigate whether Dock5^+^NGC and Lsp1^+^NGC subtypes have distinct electrophysiological properties, we performed whole-cell electrophysiological recordings followed by scRNA-seq (patch-seq) on fate-mapped NGCs (Fig. S6B, Table S9). Upon applying the previously trained NGC-subtype model (Fig. 2B, Table S6) for predicting their cell type identity (Fig. 3A, Fig. S6A, Table S9), we found that, whereas Lsp1^+^NGCs displayed late-spiking behavior typically associated with NGCs (Schuman et al., 2019), Dock5^+^NGCs were characterized by a fast-spiking profile (Fig. 3A, Table S10). Unsupervised analysis on the array of electrophysiological parameters collected (Fig. S6B, Table S10) revealed that the intrinsic properties of NGC subtypes are differential enough to segregate them linearly (Fig. 3A). This finding suggests that NGC subtypes play distinct roles within cortical circuits as they might respond differently to input stimuli. Specifically, Lsp1^+^NGCs showed a significantly wider after-hyperpolarization potential (AHP) (*P*<0.0001, −14.6±1 for Dock5^+^NGCs, −23.4±0.9 for Lsp1^+^NGCs), together with a longer spike latency (*P*<0.0001, 50.3±5.4 for Dock5^+^NGCs, 205.3.4±25.4 for Lsp1^+^NGCs). Dock5^+^NGCs, instead, displayed a characteristic subthreshold depolarizing bump (STDB) that was absent in most Lsp1^+^NGCs (*P*<0.001, 3.2±0.4 for Dock5^+^NGCs, 0.8±0.4 for Lsp1^+^NGCs; Fig. S6C, Table S10). Moreover, most electrophysiological parameters were correlated with the radial position of the patched neuron, indicating a topographical organization and the existence of physiological gradients within NGCs (Fig. 3A, Fig. S6E, Table S10). For instance, although large STDBs are characteristic of superficially located Dock5^+^NGCs (likely canopy cells; Schuman et al., 2019), DL Lsp1^+^NGCs have wider AHPs and, for both NGC subtypes, spike latency increases with cortical depth (Fig. 3A, Fig. S6E, Table S10). In addition, NGCs populating different cortical layers display distinctive intra-subtype morphologies (reconstructions obtained from Scala et al., 2021) (Fig. S6F). Specifically, irrespective of the NGC subtype, L1 NGCs have horizontally elongated morphologies, whereas non-L1 NGCs display a characteristic oval shape. This is also the case for a third NGC subtype emerging from the *Hmx3* lineage (also *Htr3a*^+^); these cells were very sparse in the neocortex and were here identified using *Nkx2-1* intersectional genetic fate mapping. Found mainly in DLs and likely corresponding to the previously reported *Lamp5*^+^*Lhx6*^+^ subtype (Tasic et al., 2018), examination of the gene expression profiles of these cells revealed communalities with other NGC subtypes, such as the shared expression of *Tox2* (Fig. S6G).

**Fig. 3.**
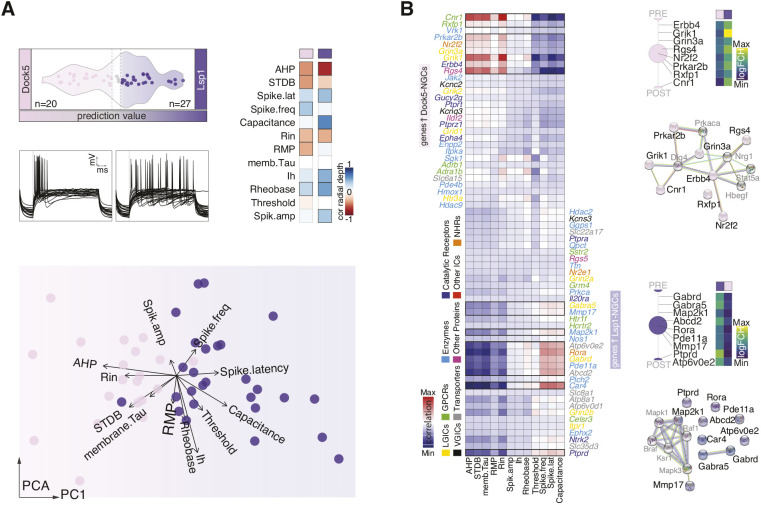
**Functional correlates of NGC subtypes.** (A) Violin plot representing SVM decision values for each NGC collected using patch-seq (*Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^). Color-code indicates SVM-based NGC subtype assignment: Dock5^+^NGC, pink (*n*=20); Lsp1^+^NGC, purple (*n*=27); non-assigned, gray (*n*=3) (Table S9). First-spike electrophysiological traces for each cell are represented and grouped by NGC subtype. Heatmap showing correlation of electrophysiological features respect to radial position in cortex (red, low; white, mid; blue, high) (Table S10). PCA plot calculated on measured electrophysiological features for each single cell and color-coded by NGC subtype) (Table S10). (B) Heatmap representing correlation scores between electrophysiological features and gene expression patterns (SVM genes also contained in the functional IUPHAR database, see Materials and Methods) on patch-sequenced single cells (color gradient: blue, strong anticorrelation; white, no association; blue, strong correlation) (Table S10). Gene names depicted in *y*-axis-left correspond to Dock5^+^NGC-enriched genes and those in *y*-axis-right to Lsp1^+^NGC-enriched genes (SVM model weights, Table S6). Gene name color-coding represents gene categories as annotated in IUPHAR database. Highlighted rows on heatmap signal strongest correlations for NGC subtypes. Subcellular localization (STRINGdb), expression fold change (Viridis color gradient) and predicted protein interaction networks (STRINGdb, including inferred protein partners in gray) are illustrated for strongly correlated genes per NGC subtype (Table S10). AHP, after hyperpolarization potential; amp, amplitude; freq, frequency; Ih, hyperpolarization-activated cation current; lat, latency; Rin, input resistance; RMP, resting membrane potential; STDB, subthreshold depolarizing bump; tau, membrane time constant.

Finally, we examined the extent to which NGC subtype-enriched transcriptional signatures among patched cells were reflective of the observed differential electrophysiological properties. Focusing on genes annotated for their functional relevance (see Materials and Methods), we found that NGC subtype-enriched families of presynaptic ligand-gated ion channels also correlated with cellular intrinsic properties (Fig. 3B, Table S10). Specifically, enrichment of Dock5^+^NGCs in glutamate receptor subunits (i.e. *Grik1*, *Grin3a*) and high expression of GABA receptor subunits (i.e. *Gabrd*, *Gabra5*) in Lsp1^+^NGCs was strongly related to NGC subtype-specific properties, such as AHP, STDB or spike latency.

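In the patch-seq cells, Grik1 was at 539.7 CPM (524 to 556) in the 20 Dock5+NGCs and at 86.2 CPM (83.7 to 88.7) in the 27 Lsp1+NGCs, a log2 fold of 2.51. This fold moved most, to a log2 ratio of 0.36, when it was taken from the share of thinned cells with a count. Grin3a was at 101 CPM (94.4 to 108) against 26.0 CPM (24.6 to 27.4), a log2 fold of 1.63, and it was counted in 40.0% and 37.0% of the cells, or in 35.3% and 24.0% after thinning. Gabrd was at 156 CPM (148 to 165) against 195 CPM (191 to 198) and Gabra5 at 75.6 CPM (69.7 to 81.8) against 112 CPM (109 to 114), log2 folds of -0.30 and -0.51. Gabra5 was counted in 60.0% of Dock5+NGCs and 96.3% of Lsp1+NGCs, and in 52.9% and 76.0% after thinning. The electrophysiological measurements of these cells were not analysed here.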

Together, these findings indicate that NGC subtypes are functionally different, as shown by their electrophysiological properties, and thus might respond differently to input stimuli. Moreover, these distinct intrinsic profiles correlate with NGC subtype expression of enriched synaptic gene families, further suggesting specialized circuit partners and roles in cortical networks.

### NGC embryonic emergence and diversification

NGCs are diverse both in molecular identity, laminar distribution and functional patterns. We therefore next aimed at examining how NGC molecular heterogeneity emerges during embryonic development. To cover the different early maturation stages of NGC embryonic maturation, we microdissected the embryonic POA at embryonic day (E) 14.5 and collected non-fluorescent POA cells [wild-type (WT) embryos], 2-h-old FlashTag^+^ (FT) POA progenitors (WT embryos) (Telley et al., 2016) and *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ post-mitotic NGCs using FACS and performed scRNA-seq (Fig. 4A, Fig. S7, Tables S11, S12).

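The tdTOM+/GFP+ and FlashTag+ cells were sequenced on C1 chips as at the postnatal ages, and the non-fluorescent POA cells, with a matching library of the CGE, by droplet-based 10x scRNA-seq. FlashTag is a dye that labels cells dividing at the ventricular wall. Each collection was taken as 1 sample. The authors' counts covered cells that had passed their filters, with at most 15% mitochondrial counts and without clusters that they called non-GABAergic. The 418 tdTOM+/GFP+ cells held 104853 to 807457 counts (median 356989.5) and the 352 FlashTag+ cells held 100168 to 939213 (median 283979). In the droplet libraries, 2106 POA cells held 3910 to 65782 UMIs (median 7574) and 4115 CGE cells held 2515 to 57497 (median 5710). The methods state fewer recovered cells for the CGE library than were kept from it. After thinning to 3200 UMIs, Hmx3 was counted in 93 of 2106 cells of the library named POA and in 1 of 3532 cells of the library named CGE, and the names were used as given. Genes found in 5 to 10% of the cells had on average 25.2 counts in a tdTOM+/GFP+ cell that had any, and 1.15 in a POA droplet cell, so C1 and droplet levels were not compared. Hmx3 (ENSMUSG00000040148; chromosome 7, 131542867 to 131544925) was at 29.8 CPM (28.9 to 30.6) in tdTOM+/GFP+ cells and at 0.345 CPM (0.243 to 0.475) in FlashTag+ cells, a log2 fold of 1.94. With 1 CPM added in place of 10, this fold moved most, to 4.52. Hmx2 (chromosome 7, 131548773 to 131558014) was at 134 CPM and 0.568 CPM, and Htr3a at 50.5 CPM and 2.08 CPM. Nes, a progenitor gene, was at 47.7 CPM in tdTOM+/GFP+ cells and 242 CPM in FlashTag+ cells, and Dcx, a gene of young neurons, at 974 CPM and 139 CPM.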

**Fig. 4.**
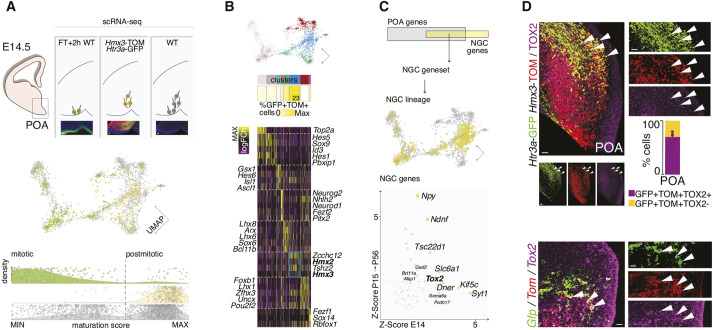
**NGC embryonic emergence and diversification.** (A) Schematic illustrating scRNA-seq populations captured at E14.5 in POA accompanied by microscopy images. Three independent POA datasets were collected: +2 h FlashTag (green, *n*=352 cells), *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ (yellow, *n*=418 cells) and WT (gray, *n*=2106 cells) (Table S12). UMAP scatter plot showing result of the POA E14.5 dataset integration (color-coded by capture protocol). Density plots depicting cell distribution along their maturation trajectory (PCA pseudotime, Fig. S8A,E), color-coded and split by dataset. (B) POA-integration UMAP plot color-coded by cluster. Heatmap in shades of yellow shows the percentage of fate-mapped NGCs populating each cluster (Table S13). Heatmap depicting the gene expression log fold change (FC) for transcription factors enriched on each cluster (color gradient: magenta, low; black, mid; yellow, high). (C) Schematic illustrating the feature selection strategy for defining the NGC gene set and lineage (intersection between POA embryonic variable genes, gray; NGC postnatal genes identified postnatally, yellow). UMAP plot highlighting in yellow embryonic POA cells confidently assigned to as NGCs (Table S12). Scatter plot illustrating *z*-scores for the genes belonging to the NGC gene set (gray-yellow scale and size indicate *z*-score value). (D) Top: Representative *Htr3a*-GFP; *Hmx3*-tdTOM POA E14.5 coronal section image, immunostained against TOX2 (magenta). Arrowheads indicate GFP^+^TOM^+^TOX2^+^ cells. Barplot showing TOX2 protein quantification in embryonic NGCs (71.2±4.7% TOX2^+^; TOX2-NGC fraction shown in yellow; *n*=4 brains, 3024 *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ cells) (Table S14). Bottom: Representative *Htr3a*-GFP; *Hmx3*-tdTOM E14.5 coronal section image at the level of the POA stained by smFISH against *Tox2* (arrowheads indicate *Gfp*^+^*Tom*^+^*Tox2*^+^ cells). Scale bars: 25 µm (A); 25 µm (D, IHC); 15 µm (D, FISH).

To understand POA IN embryonic development, we first reconstructed single-cell maturation trajectories by ordering them according to their positions along a principal components analysis (PCA)-fitted principal curve (see Materials and Methods, Fig. S8A, Table S12). This allowed us to identify sequential waves of gene expression across maturation that, together, reflect the early molecular development of INs, including NGCs (Fig. S8D). 

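Droplet cells of the POA and the CGE were each ordered alone, along the one of 5 principal components most correlated with Dcx minus Nes; its correlation with that difference was 0.697 in the POA and 0.690 in the CGE. The components came from 2000 variable genes, with the scored genes left out. Cells were split along the order into 10 bins, and the mean of ln(1 + counts per 10000) was taken in each bin. For the 25 pan-IN genes of Fig. S8, the median Pearson correlation between the POA and CGE profiles was 0.902. These genes are among those the study used to build its maturation trajectory on the same cells, so a high correlation is not independent evidence. Random lists of 25 genes matched on mean expression, but not on change along the order, had a median of 0.716 (95% of lists from 0.463 to 0.861), and all 16891 genes had 0.413. The correlation was over 0.9 for 14 genes, and the first and last bins differed in the same direction in both libraries for 23 of 25; Dlx1 and Dlx2 were the exceptions. The highest was Hes1 at 0.987, which fell from 0.593 to 0.0376 in the POA and from 0.519 to 0.0233 in the CGE. The lowest, Hes6, was at 0.702. The number of bins moved the median most, to 0.960 with 5 bins. Genes and bins are not independent replicates, and each library was 1 sample, so no p-value is given. From such profiles the paper concludes that the maturation programs are shared between POA-born and CGE-born INs.

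**Figure D4:**
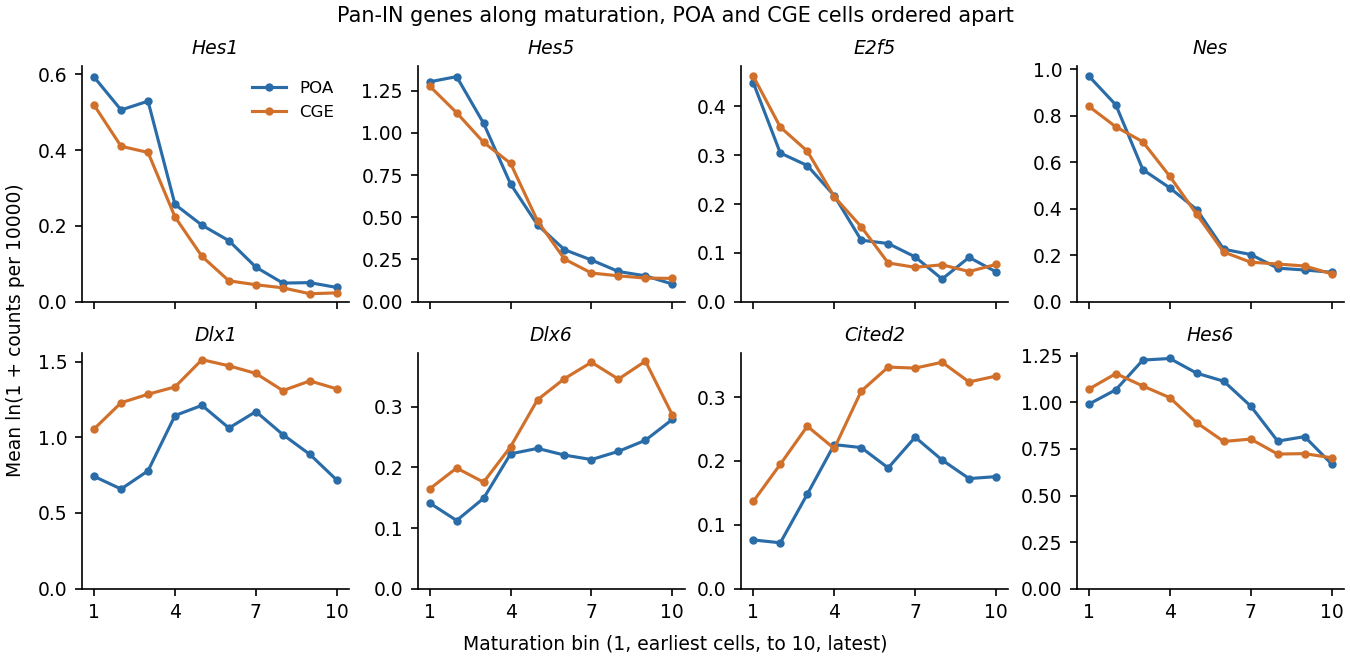
Mean expression, ln(1 + counts per 10000), of 8 pan-IN genes in 10 bins of cells from earliest to latest, for POA (blue) and CGE (orange) droplet cells ordered apart. The genes of the upper panels, Hes1, Hes5, E2f5 and Nes, had correlations from 0.975 to 0.987, and those of the lower panels, Dlx1, Dlx6, Cited2 and Hes6, from 0.702 to 0.732.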

We found that newborn IN maturation programs are shared between IN cell types; namely, they largely overlap with that of CGE-derived INs. This result aligns with previous reports supporting the existence of a pan-IN early maturation schema (Mayer et al., 2018) (Fig. S8A-D′).

Next, we integrated the three E14.5 POA datasets to generate a uniform manifold approximation and projection (UMAP) on which we performed cluster analysis (see Materials and Methods; Fig. 4A, Table S12). 

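The 2106 droplet, 418 tdTOM+/GFP+ and 352 FlashTag+ cells were integrated with Seurat 5.3.0, using the paper's 20 components and 20 neighbours. The paper's text does not name the clustering resolution, and 0.8 was used. This gave 12 clusters of 80 to 621 cells; resolution 0.4 gave 8. The cluster with the highest Hmx3 in its droplet cells held 621 cells (397 droplet, 203 tdTOM+/GFP+ and 21 FlashTag+ cells). Its droplet cells had Hmx3 at 50.1 CPM (42.9 to 58.1), against 10.4 CPM in the droplet cells of all other clusters, and Hmx2 at 173 CPM. The paper sampled 95 cells per cluster, the size of its smallest; here up to 95 were sampled at random with a fixed seed, and 2 clusters had only 91 and 80 cells. In the sample, 35 of 95 cells of this cluster were tdTOM+/GFP+ (36.8%, exact Clopper-Pearson interval 27.2% to 47.4%). Over all its cells the share was 32.7%, and 48.6% of all tdTOM+/GFP+ cells lay in it. With 30 components the share was 21.1%, and without the FlashTag+ cells it was 54.7%, the alternative that moved it most. In the remaining clusters the share ranged from 0% to 23.2%.

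**Figure D5:**
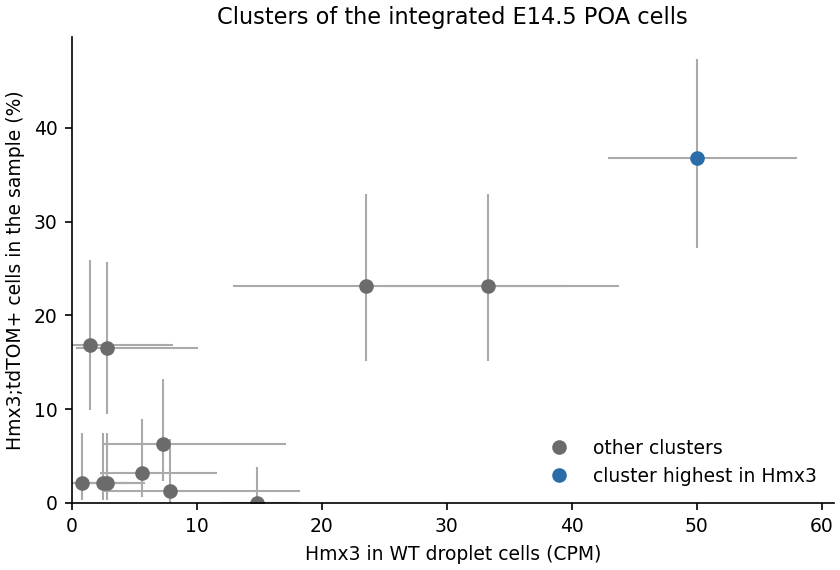
Share of tdTOM+/GFP+ cells (%) in the sample of each cluster against Hmx3 (CPM) in its droplet cells, one point per cluster, with 95% intervals for counting error only. The cluster highest in Hmx3 (blue) lies at 50.1 CPM and 36.8%.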

We found eight transcriptional clusters exhibiting TF-specific codes (Fig. 4B, Fig. S8E), one of them corresponding to putative post-mitotic NGCs given its expression of *Hmx2* and *Hmx3* as well as its enrichment in *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ cells (23%) (Fig. 4B, Tables S12, S13). To narrow down NGC identification among E14.5 POA single cells, we found 88 NGC time conserved genes by cross-comparing embryonic (E14) and postnatal (P15, P30 and P56) datasets (Fig. 4C, Table S13). This approach highlighted *Tox2* as a TF constitutively and stably expressed in NGCs through development. 

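In the E14.5 tdTOM+/GFP+ cells, Tox2 was at 102 CPM (100.5 to 104) and was counted in 238 of 418 cells (56.9%, 52.0% to 61.7%). The P30 tdTOM+/GFP+ sort as a whole was at 173 CPM (170.1 to 176.0) with a count in 226 of 301 cells (75.1%, 69.8% to 79.9%), and the tdTOM- sort was at 57.6 CPM (55.7 to 59.4) with a count in 146 of 280 cells (52.1%, 46.1% to 58.1%). The patch-seq cells, from P14 to P25, were at 108 CPM (105 to 111) with a count in 45 of 47 cells. The collections differed in depth and in their gene rows, so neither these levels nor these shares are ordered by age, and the P15 table had no row for the gene. Of the related genes, Tox3 was at 94.2 CPM and Tox4 at 95.0 CPM in the E14.5 tdTOM+/GFP+ cells and Tox at 61.0 CPM. In the P30 tdTOM+/GFP+ sort, Tox3 was at 135 CPM, Tox4 at 46.9 CPM and Tox at 29.0 CPM. From genes conserved between embryonic and postnatal NGCs, the paper states that NGCs express Tox2 stably through development.

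**Figure D6:**
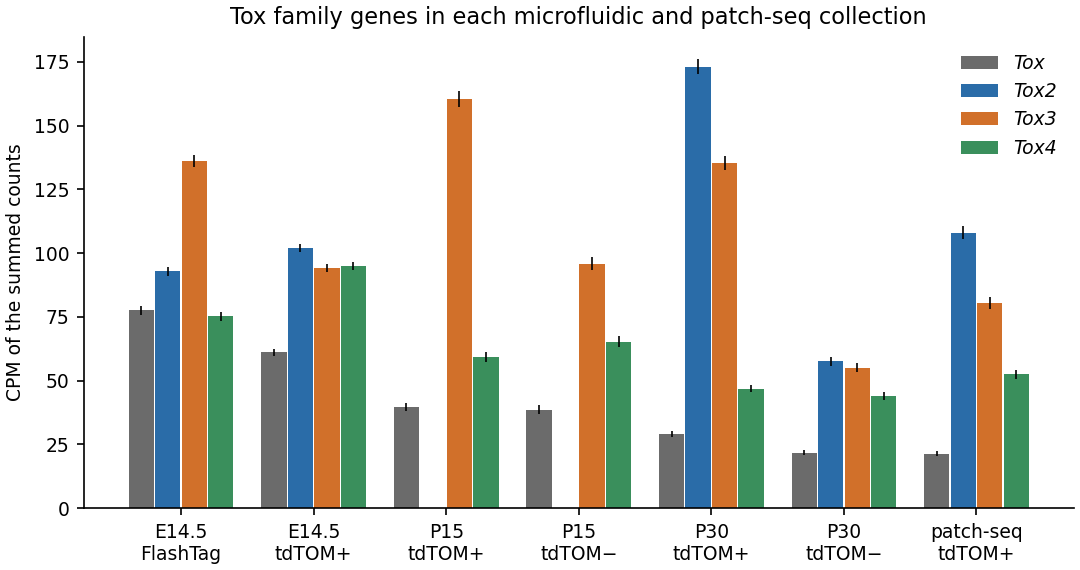
CPM of the summed counts of Tox, Tox2, Tox3 and Tox4 in each C1 and patch-seq collection, with exact Poisson 95% intervals for counting error only. No Tox2 bar is drawn at P15, where the gene has no row; in the P30 tdTOM+ sort Tox2 (173 CPM) is the highest of these genes.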

Supporting this, *Tox2* mRNA and protein expression was detected in POA-located NGCs and was found to be enriched in cells sitting along the POA ventricular wall (dividing progenitors) (Fig. 4D, Table S14). Importantly, *Tox2* transcripts were undetectable in the CGE (Fig. S8H).

Aiming at distinguishing NGC subtypes among post-mitotic NGCs and understanding whether they differ on birthdate and molecular signatures, we used E10- to E14-born NGCs from a recent lineage-tracing dataset (Bandler et al., 2022). To this end, we first predicted NGC subtype identity using previously identified molecular signatures (Fig. 2B, Table S13). This revealed that Lsp1^+^NGCs neurogenesis starts earlier (E10) than for Dock5^+^NGCs (E13), as NGCs born before E13 were never predicted as Dock5^+^NGCs (Fig. S8F). Then, we found differentially expressed genes among NGC post-mitotic subtypes, indicative of embryonic cell type diversification at E14.5, which might instruct these cells to respond differently to microenvironmental signals. An example was the complementary expression of Eph receptors. *Epha4* was enriched in predicted post-mitotic Dock5^+^NGCs, whereas *Epha3* was expressed in Lsp1^+^NGCs.

Together, these findings indicate that, although NGCs overarching early maturation programs are shared with other IN types, NGC-specific programs can be detected at the cycling progenitor stage, as shown by their characteristic expression of *Tox2*. 

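In the FlashTag+ cells, Tox2 was at 92.8 CPM (91.0 to 94.7) and was counted in 145 of 352 cells (41.2%, 36.0% to 46.5%). The log2 fold of tdTOM+/GFP+ over FlashTag+ cells was 0.12, and it was -0.21 in the cells of plate rows 21 to 40 and -0.18 by the mean CPM of single cells, so no direction between these collections is read from it. Thinned to 169500 counts per cell, which left out 13 tdTOM+/GFP+ and 64 FlashTag+ cells, 50.4% and 35.8% had a Tox2 count. Droplet cells were called progenitor-like or post-mitotic by which of 2 lists of markers had more counts, and each was thinned to 3200 UMIs. In the POA, 63 of 524 progenitor-like cells had a Tox2 UMI (12.0%, 9.36% to 15.1%; 30.5% before thinning) and 188 of 1543 post-mitotic cells did (12.2%, 10.6% to 13.9%; 31.2% before thinning). Median depths before thinning were 7557 and 7596 UMIs. The CGE progenitor-like cells, of a region where the paper states that Tox2 transcripts were undetectable, had a share of 4.02% (2.97% to 5.32%; 9.85% before thinning) at a median of 7752 UMIs. The CGE post-mitotic cells had a share of 10.0% (8.80% to 11.3%; 18.5% before thinning) at a median of 5754 UMIs. The interval of this thinned share overlaps that of the POA post-mitotic cells. By summed counts, the intervals did not overlap, with Tox2 at 34.1 CPM (31.3 to 37.1) in CGE and 46.4 CPM (43.2 to 49.8) in POA post-mitotic cells. Free RNA was present, since Hba-a1 of red blood cells was counted in 41.4% of POA progenitor-like and 31.5% of CGE progenitor-like cells. The POA classes had like shares of Tox2, so free RNA is not ruled out as a source of the POA progenitor counts. From the Tox2 expression of progenitors, the paper concludes that NGC-specific programs can be detected at the cycling progenitor stage.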

NGC subtype molecular divergence emerges early post-mitotically, as evidenced by the presence of distinct populations of Dock5^+^NGCs and Lsp1^+^NGCs predicted precursors.

### *Tox2* is required for NGC development

Having identified *Tox2* as an NGC constitutive transcription factor, we aimed to investigate its role in NGC development. To do so, we downregulated the expression of this TF in POA-born cells at E14.5, the location and time-window in which both NGC subtypes are being generated (Fig. 5A, Fig. S8F). To this end, we used *in utero* electroporation to deliver a CRISPR-Cas9 plasmid (sg*Tox2*GFP) containing three single-guide RNAs against *Tox2* (Fig. S9A), together with a tdTOM-encoding plasmid (used as a control when delivered alone). We validated the sg*Tox2*GFP construct by electroporating a subpopulation of *Tox2*-expressing cortical neurons in deep cortical layers (E12.5) and showed that our plasmid effectively reduced the production of the TOX2 protein (Fig. S9A).

**Fig. 5.**
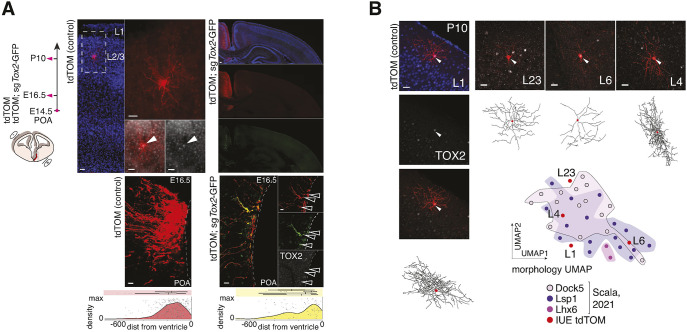
***Tox2* plays a crucial role in NGC development.** (A) Schema illustrating *in utero* electroporation experimental strategy and analysis pipeline for downregulating *Tox2* in POA cells at E14.5 (phenotype analyzed at E16.5 and P10) [plasmids were electroporated at E14.5 (pink circle) in the POA and samples analyzed either at E16.5 or at P10 (pink arrows)]. Low- and high-magnification illustrations of electroporated brains with control (tdTOM, left) or tdTOM;sg*Tox2*GFP (right) at P10 (neocortex; filled arrowheads indicate a Tom^+^ cell) and E16.5 (POA; unfilled arrowheads indicate Tom^+^ Gfp^+^ Tox2^−^ cells) illustrating the decreased number of electroporated cells found in POA at E16.5 upon tdTOM or sg*Tox2* electroporation (*n*=2 control brains, 351 cells, 175±71.5; *n*=4 sg*Tox2* brains, 110 cells, 27.5±4.5). Density/scatter plots illustrating the position of electroporated cells quantified in POA at E16.5 (Table S15) (*x*-axis: cell distance in pixels from the POA ventricular surface; *y*-axis: density kernel with identical limits both for tdTOM and sg*Tox2* experiments). Cell distribution was significantly different depending on experimental condition (D=0.21, *P*-value=0.0007; Kolmogorov–Smirnov two-sided test). Biological replicates split in inset boxplots (red: tdTOM control cells; yellow: tdTOM;sg*Tox2*GFP CRISPR-targeted cells). (B) Morphology reconstructions of control-electroporated (tdTOM) NGCs at P10 located in different cortical layers (L1, L23, L4, L6) together with their TOX2 protein expression (gray) (white arrowheads indicating TOX2 expression in NGC nuclei). UMAP built on morphology feature extraction (Table S15) shows alignment between NGCs reconstructed from tdTOM control electroporations and from previously published data (Scala et al., 2021) (*in utero* electroporation: *n*=2 brains, 4 cells) (Table S15). Scale bars: 50 µm (A, P10 low magnification); 20 µm (A, P10 high magnification); 50 µm (A, P10 hemisphere); 10 µm (A, E16.5 high and low magnification); 25 µm (B).

*In utero* electroporation of tdTOM plasmid alone in E14.5 POA progenitors labeled cortical NGCs expressing TOX2 at P10 (Fig. 5B). Morphology reconstructions and their integration into a reference NGC morphology atlas (Scala et al., 2021) indicated that P10 tdTOM-electroporated NGCs were morphologically diverse, putatively belonging to distinct NGC subtypes and positioned in different cortical layers (Fig. 5B, Table S15). Conversely, when the sg*Tox2*GFP plasmid was co-electroporated, we observed a complete depletion of NGCs in the cortex (Fig. 5A). Concomitantly, we observed cell distribution alterations in the hypothalamus at P10, indicating that *Tox2* is instrumental for the proper maturation of other POA-born cell populations (Fig. S9B, Table S15).

To improve our understanding of the developmental processes leading to the observed phenotype, we analyzed *Tox2* downregulation effects at E16.5. The number of electroporated cells populating the embryonic POA 2 days after electroporation was decreased following *Tox2* downregulation (Fig. 5A, Table S15; *n*=2 control brains, 351 cells, 175±71.5; *n*=4 sg*Tox2* brains, 110 cells, 27.5±4.5). Consistently, we observed sg*Tox2*GFP^+^CASP3^+^ reactive cells at E16.5 in the POA that were abnormally located proximal to the ventricular wall, suggesting a defect in migration followed by cell apoptosis (Fig. S9C).

Together, these results indicate that *Tox2* is essential for NGC development and fate acquisition, as POA-born cells lacking *Tox2* fail to differentiate into NGCs.

## DISCUSSION

Here, we examined the emergence of subtype diversity within neocortical NGCs, constituting a genetically traceable and functionally distinctive IN type with an unusual embryonic origin, the POA (Niquille et al., 2018). By mapping the transcriptomic identity of *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ UL NGCs (35% of INs in L1; Niquille et al., 2018; Tremblay et al., 2016), we first revealed their subtype heterogeneity. Two main NGC subtypes mainly populated cortical ULs. With segregated laminar distributions, Dock5^+^NGCs were preferentially found in L1, whereas Lsp1^+^NGCs were enriched in L2/3 and could be occasionally found across all cortical layers. A third group, very rare, was found in cortical DLs. These scarce-in-cortex NGCs also express the TF *Tox2* and were found in the embryonic POA but, unlike other NGCs, derive from a mixed *Nkx2-1*/*Hmx3* lineage. They likely correspond to the recently described *Id2*/*Nkx2­-1* cells (Valero et al., 2021), previously named as Lamp5 Lhx6 cells by Tasic et al. (2018).

Next, we identified NGC postnatal time-conserved molecular signatures. The two main NGC subtypes (Dock5^+^NGCs and Lsp1^+^NGCs) expressed complementary gene sets, the functional relevance of which strongly correlated with distinctive electrophysiological profiles. For instance, Lsp1^+^NGCs had an enriched expression of *Npy*, long considered as an NGC maker (Gelman et al., 2009; Ibanez-Sandoval et al., 2011), but lowly expressed in superficial Dock5^+^NGCs. The latter showed enriched expression of *Ndnf* and had molecular and electrophysiological profiles consistent with the recently described ‘canopy’ cells (Schuman et al., 2019; Webster et al., 2021). Furthermore, we identified the relaxin receptor 1 (*Rxfp1*) as specific marker for Dock5^+^NGCs. Although the role of *Rxfp1* in INs remains unknown, a large spectrum of modulatory actions have been associated with the receptors of this family (Gundlach et al., 2009). In addition, UL NGC subtypes display complementary expression of well-described ion channel subunits, suggesting their distinct involvement in cortical regulation and specialized synaptic input partners. Molecularly distinct NGC subtypes were detectable as early as in their embryonic region of origin. Post-mitotically, NGC subtypes displayed marked molecular differences, potentially suggesting that they are tuned for divergent interactions with the surrounding environment (i.e. differential expression of Eph receptor transcripts).

Differences found at the molecular level also reflected discrete electrophysiological patterns. Dock5^+^NGCs displayed a marked STDB, and Lsp1^+^NGCs spiked with a much larger latency and presented a substantially larger AHP, consistent with their higher capacitance and spike frequency. Although we did not address questions regarding their connectivity with other neurons in the neocortex, the differences we found are consistent with recent studies on NGCs populating L1. Indeed, each of these NGC subtypes are able to modulate pyramidal cell distal dendrites and/or selective IN subtypes, conferring them a specific output and thus modulatory properties in the circuit (Genescu and Garel, 2021; Hartung and Letzkus, 2021). Furthermore, at least in L1, a plethora of long-range axons are present (e.g. serotonergic, cholinergic, thalamocortical) and NGCs subtypes could be specialized in gathering and propagating information from specific modulatory inputs (Cocas et al., 2016; Gesuita and Karayannis, 2021; Schuman et al., 2021).

By labeling NGCs in the POA at birth by *in utero* electroporation and crossing subtype predictions with lineage-tracing evidence (Bandler et al., 2022), we showed that these cells are produced between E10 and E15, as suggested by previous pioneer studies (Gelman et al., 2009). In addition, we saw that Lsp1^+^NGCs appear to be generated before Dock5^+^NGCs. However, here we did not address the question of whether the generation of NGC subtypes is consequent to microspatial factors or cell cycle dynamics, as is the case for MGE-born IN subtypes (Lim et al., 2018; Petros et al., 2015), or, alternatively, is determined in a post-mitotic state (Mayer et al., 2018).

In a quest for genes that could characterize NGCs from birth to cortical integration, we discovered that, independently of the subtypes we have identified, all NGCs shared a protracted and specific expression of *Tox2*. This TF is likely a hallmark for NGC identity emergence and/or maintenance compared with other *Htr3a*^+^ INs. Among all IN subtypes, NGCs express the highest levels of *Tox2*, whereas some *Pvalb*^+^, *Sst*^+^ and L5 excitatory neurons express it at lower levels. Downregulation of *Tox2* in the POA using *in utero* electroporation at E14.5 suggested that it plays a crucial role in NGC development, because POA-born cells lacking *Tox2* either die or fail to differentiate into NGCs. Roles for *Tox2* have been previously reported in immunology, where it is described as a regulator of T-cell proliferation, specification and maturation (Aliahmad et al., 2011; Seehus et al., 2015; Veldman et al., 2022; Xu et al., 2019). Moreover, in genome-wide association studies, *Tox2* has been identified as deregulated in psychiatric conditions (Dick et al., 2011; Edwards et al., 2012), but investigations into its role in interneurons have never been addressed. The TOX transcription factor family is composed of four members, *Tox*, *Tox2*, *Tox3* and *Tox4*, which are expressed combinatorially in different IN subsets (celltypes.brain-map.org/rnaseq). There is thus potential for coordinated action and/or cross-regulation mechanisms between TOX members for IN cell-type specification. Supporting this possibility, evidence from immunology research suggests that coordinated action between Tox and Tox2 is necessary to upregulate PD-1 (PDCD1) expression (Seo et al., 2019).

Overall, we shed light on the subtype diversity within cortical *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ NGCs, which exhibit distinct molecular, morphological and electrophysiological features. Although NGC subtype molecular differences appear to emerge gradually through development, all the NGCs studied here are rooted in the expression of a shared TF, *Tox2*. This work provides a basis for further and thorough interrogations of the functional relevance of the distinct NGC subtypes as part of a complex cortical circuit and as contributors and modulators of behavioral states.

## MATERIALS AND METHODS

### Mouse strains

Animal experiments were performed according to international and Swiss guidelines and approved by the Geneva local animal care committee. Timed-pregnant transgenic females were obtained by overnight mating. Mice were maintained on a C57BL/6 background and both female and male embryos and mice were analyzed in this study. CD1 mice used for experiments involving embryonic Flash-Tag injections, *in utero* electroporations or for droplet-based scRNA-seq were purchased from Charles River Laboratories and E0.5 (overnight-mated females) was established as the time of detection of the vaginal plug. Mice were housed in the conventional area of the animal facility of the University Medical Center, under controlled temperature (22±2°C) and dark/light cycles (12 h each). Food and water were provided *ad libitum*. We crossed B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^*/J (The Jackson Laboratory, stock #007914) with Tg(*Htr3a*-EGFP)DH30Gsat/Mmnc (GENSAT Consortium) bacterial artificial chromosome transgenic (BAC) mice to obtain *Htr3a*-GFP; Ai14 (*Rosa26*-tdTOM^fl/fl^) mice. *Gfp* expression levels in the *Htr3a*-GFP BAC transgenic line are highly correlated with the expression levels of the *Htr3a* gene (see Data availability section). To label NGCs, these mice were then crossed with Tg(*Hmx3*-icre)1Kess BAC transgenic line (also known as *Nkx5.1*-Cre) animals to obtain the *Hmx3*- Cre::*Htr3a*-GFP;Ai14 mouse model reported by Niquille et al. (2018). *Tom* expression levels in the *Hmx3*-Cre;Ai14 line recapitulate Cre expression levels (*Hmx3* Cre-mediated recombination happens embryonically, *Hmx3* is not expressed postnatally). Both *Htr3a*-Gfp and the *Hmx3*-Cre are BAC transgenic lines, which, although highly stable and with a low probability of chimerism, could affect endogenous gene expression (Gong et al., 2007). To elucidate whether NGC progenitors belong to an *Nkx2-1*^+^ lineage, *Hmx3*-cre animals were first bred to *Nkx2-1^tm2.1(flpo)Zjh^*/J (The Jackson Laboratory, stock #028577) and finally crossed with B6;129S4- Gt(ROSA)26Sor^tm3(CAG-tdTomato,-EGFP*)Zjh^/J (IS reporter; The Jackson Laboratory, stock #028582) (He et al., 2016).

### Surgical procedures

Overnight-mated CD1 pregnant dams (age of embryos: E14.5) were used for *in utero* experiments: Flash Tag (FT) injections and *in utero* electroporations. One hour before surgery, pregnant CD1 dams were provided with analgesia (subcutaneous Temgesic 0.1 mg/kg, Schering-Plough) and anesthetized by inhalation of isoflurane (2.5%, Baxter). Mice were placed on a sterilized surgery table (temperature controlled at 37°C), their eyes protected with gel drops (Viscotears), and their abdomen shaved, sterilized with Betadine (MundiPharma) and covered with a sterile pad. During the surgical procedure (*in utero* FT or electroporation), uterine horns were exposed by cesarean cut along the linea alba and embryos were kept moisturized by continuous application of warm 0.9% NaCl. Once the surgical procedure completed, a second identical dose of Temgesic was administered prior to the abdominal wall being closed. Mice were monitored while recovering on a warm pad for 2 h post-surgery before being placed in the animal house.

For experiments involving FT injections, embryos were allowed to develop for 2 h prior to tissue collection in order for progenitors located in the embryonic brain's third ventricle wall to be stained.

#### Flash tag *in utero* injection

Half a microliter of 10 mM of a carboxyfluorescein succinimidyl ester (Flash Tag, CellTraceTM CFSE, Life Technologies, C34554) was injected into the lateral ventricle of the embryo's brain through a beveled glass pipette (Drummond Scientific) coupled to a Picospritzer (Parker).

#### *In utero* electroporation

Ten microliters of 2 μg/ μl (with 1% Fast Green, Sigma-Aldrich) plasmids pCAG-IRES-tdTOM (Addgene #83029) and Ef1a-sg*Tox2*Cas9-2A-GFP (purchased from abm, 473231140591; subcloned, transformed and amplified following manufacturer's protocol), in equal proportions or the first alone, were injected as for FT. Tweezer-type electrodes (CUY611P3-1, NepaGene) were placed on the embryo's brain at an appropriate angle to target electrically the POA. Five square pulses of 45 V (50 ms on/950 ms off) for E14.5 and five square pulses of 35 V (50 ms on/950 ms off) for E12.5 electroporations were applied with a square wave electroporator (ECM830, Harvard Apparatus). Embryos were let to develop until the age of interest (E16.5 or P10).

### Histology and analysis

#### Tissue preparation

For postnatal ages, mice were euthanized with lethal intraperitoneal injection of pentobarbital (50 mg/kg) and transcardially perfused with 0.9% saline solution with Liquemine (2 ml/l) followed by ice-cold 4% paraformaldehyde (PFA) dissolved in PBS. Brains were dissected and post-fixed overnight at 4°C in 4% PFA under agitation. For embryonic ages, pregnant females were euthanized with lethal intraperitoneal injection of pentobarbital and embryos exposed by cesarian cut. Brains were dissected in ice-cold PBS and post-fixed overnight at 4°C in 4% PFA under agitation. For smFISH, after overnight fixation both postnatal and embryonic brains were soaked in increasing percentages of sucrose solution (15% and 30%; diluted in PBS; Sigma-Aldrich). When sunk, brains were then placed in O.C.T Compound (Tissue-Tek, 4583) then in isopentan (2-metylbutane, ReagentPlus, ≥99%; Sigma) and placed on dry ice for quick freezing. Brain cubes were stored at −20°C until processed.

#### smFISH

Coronal sections (12 µm thick) from embryonic samples were prepared using a cryostat (Leica CM3050) and mounted on microscopy slides (Superfrost Plus; Thermo Fisher Scientific). Slides were stored at −80°C after drying if not immediately processed. Prior to hybridization, sections were fixed with 4% PFA for 15 min and processed for staining according to the manufacturer's instructions, using the RNA-scope Multiplex Fluorescent Reagent Kit v2 Assay (Advanced Cell Diagnostics) for fixed frozen tissue. Briefly, sections were dehydrated using 50%, 70% and 100% successive baths. A 10 min treatment in SDS (4% in 200 mM sodium borate) was added to the protocol after the Protease IV incubation as proposed by Zeisel et al. (2015). RNA-Scope Probes (Advanced Cell Diagnostics, Table S16) were then incubated on sections for 2 h at 40°C and processed for amplification steps. Finally, sections were counterstained with Hoechst 33258 (Sigma-Aldrich) for 10 min, mounted with Mowiol medium (Merck, 9002-89-5) and left to dry overnight before imaging.

#### Immunohistochemistry

Brains were sliced coronally at 70 µm using a vibratome (VT100S, Leica) and stored at −20°C in an ethylene-glycol-based cryoprotective solution if not immediately processed. Brain slices were permeabilized in 0.3% Triton X-100 and 0.02% sodium azide in PBS and blocked in 2% normal horse serum for 2 h and incubated with primary antibodies overnight (Table S16). Slices were finally incubated with appropriate secondary antibodies, counterstained with Hoechst 33258 (Sigma-Aldrich) and mounted using Mowiol medium.

#### Imaging

Fluorescent images were acquired using either confocal (channel colocalization and 3D stacks) or widefield (single channel) microscopes. Confocal systems used were Nikon A1r (20×0.45 CFI ELWD Plan Fluor or 40×0.6 CFI ELWD Plan Fluor objectives) and LSM800 Airyscan (40×1.4 Oil DIC Plan-APO objective); widefield imaging was performed using the Widefield scanner Zeiss Axioscan Z1 (20×0.8 Plan Apochromat objective).

#### Image preprocessing, cell quantification, morphological reconstruction and analysis

For smFISH experiments aiming at obtaining single-molecule quantitative resolution (Fig. 2A,B), custom MATLAB scripts (Geneva University Bioimaging Core Facility) were used for signal preprocessing, detection and quantification. For histological preparations aiming at single-cell quantitative resolution (Figs 1B, 4D, 5, Figs S6, S8, S9B,C), images were preprocessed and single cells counted using Fiji software, whereas analysis (frequencies, positioning) was performed using custom R scripts. Differences in cell distributions were assessed using two-sided Kolmogorov–Smirnov tests (R stats) (Figs 1B, 5B, Fig. S9B) on reference-corrected cell positions (pia surface for cortex, third ventricle for POA and hypothalamus). Morphological reconstructions of NGCs imaged as high-resolution 3D confocal stacks were semi-automated using neuTube 1.0z (Feng et al., 2015), exported in SWC format and visualized using nat (R) (Jefferis and Manton, 2014). Feature extraction on scaled reconstructions was performed using NeuroM (Python) (Palacios et al., 2022).

For addressing population distributions, images were rotated using Fiji for homogeneity across acquisitions: specifically, cortical images were rotated such that the pia surface was the upper-horizontal limit; for POA or hypothalamic slices, the wall of the third ventricle was positioned as the right-vertical limit. Using the Fiji ROI manager plugin, an oval region of interest was drawn on each cell body. Visual inspection was used to determine whether each delimited cell expressed the markers of interest and were binarily encoded by the marker. ROI manager coordinates for each cell and for the pia or ventricular limits as well as single-cell marker binary scoring were analyzed using custom R scripts aiming at calculating population percentages and density estimates on single-cell radial position (normalized to the pia surface or the third ventricle). The coordinate axis not subjected to normalization (*x* in the cortex and *y* in the POA or hypothalamus) was jittered according to a scaled interval within the region limits.

#### IUE morphology UMAP and cell type identity prediction

Feature extraction datasets (NeuroM) from (1) Scala et al. (2021) NGCs and (2) morphologically reconstructed NGCs obtained from control POA E14.5 *in utero* electroporation experiments (pCAG-tdTOM) were integrated in Seurat v3. This morphological integration space was used for predicting subtype identity of IUE-reconstructed cells by label transfer.

### scRNA-seq collection, sequencing, mapping and counting

All single-cell RNA capture, library preparation and sequencing procedures were performed within the Geneva University Genomics Core Facility. Two scRNA-seq methods were used: microfluidic-based scRNA-seq for experiments involving FACS (P15, P30 and E14.5 *Hmx3*-Cre::*Htr3a*-GFP; *R26R*-tdTOM^fl/fl^ ; E14.5 Flash Tag) and droplet-based for experiments on WT cells (E14.5).

#### Microfluidic based scRNA-seq

For postnatal tissue dissociation, P15 and P30 *Hmx3*-Cre::*Htr3a*-GFP; *R26R*-tdTOM^fl/fl^ brains were extracted in ice cold Hanks' balanced salt solution (HBSS; Sigma-Aldrich) and coronal slices (600 µm) were cut using a Mcllwain tissue chopper. Upper layers of somatosensory cortex were microdissected. Each time point consisted of pooled brains (*n*=5 at P15 and *n*=6 at P30). For tissue digestion, a modified protocol for the Worthington Papain Dissociation kit (Worthington Biochemical Corporation, LK003150) was used. Tissue was placed in EBSS#1 solution complemented with AP5 (0.05 mM, Tocris, 0106), kynurenic acid (0.8 mM, Sigma-Aldrich, K3375) and trehalose (0.135 M, Sigma-Aldrich, T9531) and then transferred to a papain bath for 15 or 30 min at 37°C under gentle agitation for P15 and P30, respectively. Trituration with a 1 ml pipette was performed and the obtained cloudy cell suspension was centrifuged at 300 ***g*** for 5 min. The pellet was resuspended with 3 ml of EBSS#2 solution complemented with AP5 (0.05 mM), kynurenic acid (0.8 mM), 350 µl of ovomucoid and 250 µl of DNase and trehalose (0.135 M). After adding the suspension to 5 ml of ovomucoid solution, the mixture was centrifuged at 70 ***g*** for 6 min. The final pellet was resuspended in 1 ml of DMEM/F12 complemented with 10% fetal bovine serum, 10% horse serum, AP5 (0.025 mM), kynurenic acid (0.4 mM) and trehalose (0.135 M). Finally, cells were incubated with Hoechst 33342 (1 µg/ml, Sigma-Aldrich, H1399) for 15 min at 37°C and FACS-sorted using a Beckman Coulter MoFlo Astrios set for selecting GFP^+^ cells on one side and GFP^+^/Tomato^+^ cells on the other side. A mix of 1 µl of Cell Suspension Reagent (Fluidigm/Standard BioTools) and 9 µl of each of the two FACS-sorted cell suspensions (500 cells/µl) was loaded on a C1 Single-Cell AutoPrep integrated fluidic circuit (IFC) designed for 10-17 µm cells (HT-800, Fluidigm/Standard BioTools, 100-57-80). Immediately after the single-cell capture, the IFC plate was imaged under two different filters (GFP 3035B and Cy3 4040B) in addition to the brightfield using the ImageXpress Micro Widefield High Content Screening System (Molecular Devices). For embryonic tissue dissociation, either WT E14.5, E14.5+2 h FT-injected brains or E14.5 brains from *Hmx3*-Cre::*Htr3a*-GFP; *R26R*-tdTOM^fl/fl^ mice were used. Embryonic brains were extracted in ice-cold HBSS, and the POA or CGE was microdissected and incubated in 0.05% trypsin at 37°C for 5 min. After mechanical dissociation, cells were centrifuged for 5 min at 300 ***g*** and the pellet was suspended in 1 ml of HBSS then through a 70 µm cell strainer. FT^+^ cells were FACS-sorted on a MoFlo Astrios device (Beckman Coulter) gated to include only the top 5% brightest cells. *Hmx3*-Cre; tdTOM^+^; *Htr3a*-GFP^+^ POA cells were FACS-sorted on a MoFlo Astrios device for selecting GFP^+^/Tomato^+^ cells.

Lysis, cDNA synthesis and pre-amplification steps were performed on the C1 instrument according to the manufacturer's protocol using the SMARTer Ultra Low RNA kit (Takara Bio, 635026). For each IFC, 20 libraries were prepared using a Nextera XT DNA Library Preparation Kit (Illumina, FC-131-1096), multiplexed and sequenced in paired-end mode consisting of a 5 bp unique molecular identifier (UMI) on read 1 and 90 bp on read 2 using a HiSeq2500 instrument (Illumina) to an expected depth of 1 M reads per cell. Sequenced reads were aligned to the mouse genome (GRCm38) using the read-mapping algorithm STAR (Dobin et al., 2013). UMIs were used to correct for cDNA PCR amplification biases. Duplicated reads were identified and corrected using the deduplication step from the UMI-tools software (Smith et al., 2017). Non-ambiguously mapped exonic reads (STAR mapping quality ≥255) were quantified using the ‘summarizeOverlaps’ function from the GenomicAlignments R-Package (mode IntersectionStrict) considering their mapping strand. Unmapped reads were further aligned onto eGFP and Wpre-TdTomato sequences to identify *Htr3a*-GFP and *Hmx3*-Cre;tdTOM positive cells, respectively. This transcriptomic information was cross-compared with fluorescence levels observed after IFC plate picture annotation.

#### Droplet-based scRNA-seq

E14.5 C57BL/6 WT embryos were used for droplet-based RNA-seq. Tissue dissociation was performed as previously described for microfluidic embryonic preparation. Cell suspension was loaded into a 10x Chromium Controller (10x Genomics) and processed with the Single Cell 3′ v2 reagent kit (10x Genomics) according to the manufacturer's protocol. Briefly, single cells were partitioned into gel beads in emulsion (GEMs) in a 10x Genomics GemCode instrument followed by cell lysis and barcoded reverse transcription of RNA, amplification, shearing and 5′ adaptor and sample index attachment. For the POA and CGE E14.5 libraries, 4978 and 2736 cells were recovered, respectively, after being sequenced on a HiSeq 4000 instrument (Illumina) at an expected depth of 70,000 reads per single cell. ‘Cell Ranger’ software (10x Genomics, version 3.0.2) was used for mapping reads to the mouse genome provided by the instrument manufacturer (10x Genomics, mm10 refdata v3.0.0) and for generating feature-barcode matrices.

### Single-cell patch-seq

Dissected *Hmx3*-Cre::*Htr3a*-GFP; *R26R*-tdTOM^fl/fl^ brains (from P14 to P25) were immediately transferred into ice-cold sucrose cutting solution equilibrated with 95% O_2_ and 5% CO_2_ containing (in mM) sucrose (75), NaCl (85), CaCl_2_ (0.5), MgCl_2_ (4), NaHCO_3_ (24), KCl (2.5), NaH_2_PO_4_ (1.25) and glucose (25). A Leica VT 1200S vibratome was used to obtain 300-μm-thick coronal slices, which were then transferred and incubated at 35°C for 20 min in a slice recovery chamber filled with artificial cerebrospinal fluid (ACSF) containing (in mM) NaCl (125), CaCl_2_ (2.5), MgCl_2_ (1), NaHCO_3_ (26), KCl (2.5), NaH_2_PO_4_ (1.25) and glucose (25). For recording, slices were continuously superfused with oxygenated ACSF maintained at 30±0.3°C using an in-line heating system (TC-01, Multi Channel Systems). *Hmx3*; tdTOM^+^ / *Htr3a-*GFP^+^ neurons in cortical layers 1-6 were visualized using an upright microscope (BX51WIF, Olympus), equipped with a 40× water-immersion objective, infrared/differential interference contrast (DIC) optics and epifluorescence (GFP and mCherry filter set and two single fixed wavelengths; LED sources: 470 nm and 565 nm, COO-LED2LLG-470-565, CoolLED). Neurons were digitally visualized using a CCD camera system attached to BX51WIF (SciCam Pro CCD camera, Scientifica). Autoclaved borosilicate glass capillaries (1.5 mm OD, GC150TF-7.5, Harvard Instruments) were used to pull recording pipettes with resistance between 2-4 MΩ using Zeitz DMZ puller (Zeitz-Instruments). Pipettes were filled (up to 1 µl) with RNase-free internal solution containing (in mM): potassium gluconate (123), KCl (12), HEPES (10), EGTA (0.2), MgATP (4), NaGTP (0.3), sodium phosphocreatine (10), 20 μg/ml glycogen and 0.4 U/μl recombinant RNase inhibitor (Takara Bio, 2313A), pH ∼7.3.

Once a GΩ seal was established, neuronal membrane was ruptured with mild negative pressure to enter in the whole-cell configuration. Whole-cell recordings were acquired using a Multiclamp 700B amplifier (Molecular Devices) and digitized at 10 kHz (National Instruments) using a custom-written script in Igor Pro (WaveMetrics). After break-in, the capacitive transients were compensated and capacitance values were recorded from the Multiclamp 700B commander. Cells were held at −70 mV in voltage-clamp mode and a repetitive pulse of −4 mV was given 0.1 Hz to monitor series resistance (R_s_). Neurons with a stable R_s_ and a stable resting membrane potential below −60 mV were subjected to a battery of current injection protocols to study electrophysiological properties, namely input resistance (R_input_), action potential (AP) properties, and sag ratio. For computing R_input_, −40 pA pulse for 120 ms was given and R_input_ values were calculated using Ohm's law. AP properties were studied by delivering consecutive current pulses, 500 ms duration each, from +5 to +300 pA with a 5 pA increment. For sag calculation, a hyperpolarizing current injection step of −200 pA for 500 ms was delivered. This current injection protocol (sweep) was repeated up to ten times and averaged traces were used for data analysis.

#### Electrophysiology analysis

Neurons with >25 MΩ initial R_s_ or fluctuation of>20% during recording were excluded from the analysis. Offline analysis of electrophysiological data was carried out using Igor Pro (WaveMetric), several electrophysiological parameters were manually computed. The STDB was measured as a small depolarization exhibited at sub-threshold current injection. The first AP elicited in response to threshold depolarizing current injection was used to calculate the single AP parameters. The AP train elicited in response to the current injection of +300 pA for 1000 ms was used for calculation of spike frequency and other AP train parameters. The membrane time constant (τ) was computed by monoexponential fit to the first 100 ms after current injection of −40 pA. The sag ratio was calculated using the equation (V_min_ – V_end_)/V_min_, where V_min_ is the minimum voltage reached during the hyperpolarizing pulse of −200 pA, and V_end_ is the final voltage reached at end of current injection. For first spike isolation, the Allen SDK Anaconda environment with Python version 3.7 was used for R reticulate calling of the ‘allensdk.ephys.epys_extractor’ function.

### scRNA-seq analysis

#### Quality control for microfluidic-based datasets

Doublet cells or empty wells identified on the Fluidigm C1 plate imaging were excluded for analysis. At P15 and P30 time points, cells expressing <1000 genes or <100.000 UMIs or <50.000 mapped reads or >20% of reads from the mitochondrial genome were also excluded from the analysis (Fig. S1A,B). At E14.5 time point, C1 cells expressing <1000 genes or <100.000 UMIs or <50.000 mapped reads or >15% reads from the mitochondrial genome were excluded from the analysis (Fig. S7) and non-GABAergic populations were filtered by clustering on 2000 most variable genes (9.7% among E14.5 *Hmx3*-dtTOM^+^; *Htr3a*-GFP^+^ cells and 15.7% among FT^+^ cells). A total of 915 *Hmx3*-dtTOM^+^; *Htr3a*-GFP^+^ single cells (E14.5: 418; P15: 196 cells; P30: 301 cells), 474 *Hmx3*-dtTOM^−^; *Htr3a*-GFP^+^ (P15: 194 cells; P30: 280 cells) and 352 E14.5 FT^+^ cells were kept for further analysis (Figs S1, S7D-G).

#### Quality control on droplet-based datasets

We considered filtered cells from the ‘Cell Ranger' output, and additionally discarded cells expressing <1000 genes or >15% reads from the mitochondrial genome. We additionally identified by clustering on 2000 variable genes and filtered cells expressing known markers of vascular or endothelial (0.62%), red-blood (2.96%), Cajal–Retzius (3.40%), immune (0.93%) and glutamatergic (11.10%) cell types in order to remove non-GABAergic cell populations. The remaining 6221 GABAergic cells (POA: 2106 cells; CGE: 4115 cells) were used for further analysis (Fig. S7A-C).

#### Postnatal maturation reconstruction

P15 and P30 core cells as well as an equivalent number of P56 reference cells were used to train a regularized ordinal regression model to order them on a quantitative maturation score. Inspired by the approach used by Telley et al. (2019), a 10-fold cross-validated linear model was trained using a small set of variable genes for each time point. Prediction weights allowed single cells to be ordered as a continuum in accordance with their developmental maturation stage.

#### Cell type assignment on postnatal datasets

In order to assign a cell type identity to P15 and P30 *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ and *Hmx3*;tdTOM^−^/*Htr3a*-GFP^+^ cells that passed quality control criteria (Fig. S1A,B), we used as reference *Htr3a*^+^ core single-cell transcriptomes from the Tasic et al. (2018) adult dataset (*n*=4743, classes: *Lamp5*, *Vip*, *Sncg* and *Serpinf1*). A canonical correlation-based integration (Seurat v2 R package) pipeline was used to project cells in a common t-distributed stochastic neighbor embedding (tSNE) space (independent integrations, P15 Tasic et al., 2018; P30 Tasic et al., 2018) (Fig. 1A, Figs S2A, S3A,B). Label-transfer (cell type assignment) was stablished as the consensus decision between k-nearest neighbors (FNN R package) (on integration tSNE coordinates) and SVM (bmrm R package) classifications (Figs S2B, S3A-B, Tables S1, S2). Cells with divergent cell type assignments across classifiers were considered as ‘inconclusive’ and excluded for further analysis (Table S1), as well as those cells with inconsistent cell type and fluorescence profiles (kept cells were labeled as ‘core’; Table S4).

#### Identification of NGC type and subtype molecular architectures

Consensus predicted core P15 and P30 cells (*n*=158 and *n*=207, respectively), together with a subtype-balanced number of adult cells from Tasic et al. (2018) (*n*=186) were used for training two independent SVM classifiers aiming at identifying postnatally conserved genes for NGC type and non-NGCs [Dock5^+^NGCs and Lsp1^+^NGCs (*n*=270; 69 P15, 111 P30, 90 adult) versus other *Htr3a*^+^ subtypes (*n*=281; 89 P15, 96 P30, 96 adult)] and NGC subtypes [Dock5^+^NGCs (*n*=168; 36 P15, 76 P30, 56 adult) versus Lsp1^+^NGCs (*n*=102; 33 P15, 76 P30, 56 adult)] (Table S4). To ensure that classifiers captured age-conserved genes, cell age was regressed out. All data were used for training and testing to obtain overfitted models for feature selection. The genes identified through classification (150 per class, 300 per classifier) were ranked according to model weights and Log1pRPM fold change (FC) was calculated (Table S5) (for display, FCs were rescaled from −0.5 to 0.5 and single cells were ordered following a gene expression maturation score obtained through ordinal regression using bmrm R package) (Fig. 2A,B).

#### Postnatal gene enrichment analysis

The functional relevance of molecular architecture genes obtained through SVM modelling of postnatal data (NGCs, other *Htr3a*^+^INs, Dock5^+^NGCs versus Lsp1^+^NGCs) (Tables S5, S6) was assessed by gene ontology (GO) term and HUGO Gene Nomenclature Committee (HGNC) gene family enrichment analysis (Figs S4, S5). Specifically, the Mouse Genomic Informatics (MGI) database (http://www.informatics.jax.org/downloads/reports/gene_association.mgi.gz) was used for GO term analysis with its corresponding GO (release 2018-12-28; http://purl.obolibrary.org/obo/go/go-basic.obo) to retrieve enriched GO term ancestors. Similarly, HGNC enriched gene families were identified using the MGI mouse homologs for the HGNC database (release 2018, https://ftp.ebi.ac.uk/pub/databases/genenames/hgnc/tsv/hgnc_complete_set.txt). Hypergeometric tests were used to assess for enrichment compared with the universe of expressed genes across all *Htr3a*-expressing interneuron subtypes. Significant HGNC associations were regrouped into overarching functional families for simplicity of representation (Figs S4C, S5C). A detailed view on HGNC family grouping, GO and HGNC enrichments is available in Tables S5 and S6.

#### Embryonic maturation reconstruction

Embryonic maturation trajectories for E14.5 single-cell datasets were calculated following methods previously described by Telley et al. (2016). All E14.5 single-cell datasets were normalized and scaled regressing for number of genes expressed in order to remove sequencing depth biases. Variable genes common to the different datasets (*n*=675) were identified using the ‘FindVariableGenes’ function from the Seurat R package with default parameters. Data dimensionality was reduced using PCA and only the principal components explaining at least 3% of the data variance were kept. A principal curve was fitted on significant principal components and its orientation determined by the expression of *Nes* and *Dcx*. A maturation score value was attributed to each single cell according to their position when projected along the principal curve and scaled between 0 and 1. Mitotic-to-postmitotic transition was determined by fitting a smooth curve (loess, span=0.25, degree=1) along the coordinates of S-G2/M to maturation score and setting a threshold at the point where the curve falls below the S-G2/M half average.

#### Integration and characterization of POA embryonic datasets

POA-derived E14.5 single cells collected using droplet-based 10x technology (*n*=2106) were used as reference for the integration of the two population-restricted datasets using microfluidic-based C1 technology: (1) E14.5 fate-mapped *Hmx3*-tdTOM^+^/*Htr3a*-GFP^+^ cells (*n*=418) and (2) E14.5 FT^+^ POA-derived progenitors (*n*=352). For the simultaneous integration of three datasets (+2 h FlashTag, *Hmx3*;tdTOM^+^/*Htr3a*-GFP^+^ and WT), we used the Seurat v3 R pipeline. Briefly, E14.5 cells that passed quality control criteria (Fig. S7) were used and each dataset was log-normalized and integration anchors were calculated with default parameters using the union of the 2000 most variable genes for each dataset. Datasets were integrated using 20 principal components and 20 neighbors, scaled and a 2D UMAP was used for representation and clustering using a Seurat standard pipeline.

Markers for each cluster were identified using the ‘FindAllMarkers’ Seurat function and most differentially expressed transcription factors per cluster were illustrated.

For calculating cluster enrichment of *Hmx3*-tdTOM^+^/*Htr3a*-GFP^+^ cells accounting for biases on cluster size, we calculated a seeded random sample of 95 cells per cluster (sample size determined according to the smallest cluster) for assessing the percentage of *Hmx3*-tdTOM^+^/*Htr3a*-GFP^+^ integrated cells by POA population.

#### Identification of NGC-conserved markers and embryonic pseudogene scoring and thresholding

For identifying the genes that characterize NGC cells across development (from progenitors to adulthood), we intersected postnatally conserved NGC versus non-NGC SVM-identified genes respect to all genes expressed in the embryonic POA (>0.05 logRPM). NGC pseudogene was calculated by mean gene expression of NGC-conserved markers normalized to the number of genes expressed in each embryonic cell. The threshold for assignment of embryonic POA cells to the NGC lineage was set at the 80th percentile of NGC pseudogenes across POA embryonic cells. For assessing the likelihood of each gene in the NGC pseudogene to be developmentally conserved, we calculated its *z*-score both embryonically and postnatally with respect to non-NGC cells (*Htr3a*-expressing INs postnatally and POA cells with an NGC pseudogene score below the previously described 80th percentile cutoff).

#### Integration of NGC datasets with STICR-lineage data and subtype embryonic prediction

A freely available STICR-lineage dataset (Bandler et al., 2022) annotated as belonging to the NGC lineage was further annotated by subtype identity using data from Tasic et al. (2018) for Dock5/Lsp1/Lhx6 prediction using the Seurat v3 standard pipeline for integration and label-transfer. E14.5, P15, P30 and P56 (from Tasic et al., 2018) NGCs were integrated into the transcriptomic space of Bandler et al. (2022) NGCs (as reference) for obtaining a cross-dataset NGC subtype landscape and predicting E14.5 NGC subtype identity using the Seurat v3 integration pipeline and label-transfer. The percentage of cells from the Bandler et al. (2022) dataset according to their birthdate annotation was calculated per NGC subtype to assess NGC subtype neurogenesis rates.

#### Embryonic NGC subtypes gene enrichment

The Seurat function ‘FindMarkers' was used to calculate differentially expressed genes between Dock5 and Lsp1 E14.5 NGCs. A pseudotime axis was regressed for discovering embryonic NGC markers not dependent on maturation.

### Patch-seq bioinformatic analysis

#### Quality control on patch-seq cells

The procedure applied to patch-seq dataset sequencing was identical to that applied for postnatal datasets. Quality control determined cells as valid if meeting the following criteria: imaging confirming the cell to be *Hmx3*; tdTOM^+^/*Htr3a*-GFP^+^, containing at least 10,000 sequenced reads, out of those 25% exonically mapped and with <15% of microchondrial reads.

#### Cell type assignment

An SVM model trained for Dock5/Lsp1 categorization was used for predicting cell type identity of patch-seq cells. For this purpose, of the out of the 300 genes found to characterize NGC subtypes, only those that were expressed at least 10% patched cells (*n*=237) were kept. Because of dropout events, patched cells that expressed <20% of the 237 selected genes were discarded. Cell type assignment was annotated for cells for which SVM prediction weight was >0.2. (94%, *n*=47).

#### Electrophysiological PCA and biplot

Electrophysiological feature extraction dataframe and manually annotated features were scaled and used as input for PCA using the ‘prcomp’ R function. R function ‘ggbiplot’ from the R package with identical name was used to draw a biplot indicating the PCA eigenvectors associated with electrophysiological features.

#### Gene-electrophysiological correlates

SVM Dock5/Lsp1-NGCs genes contained in the IUPHAR database (Harding et al., 2022) were used for calculating correlations (Pearson, R) between gene expression and electrophysiological measurements for each patch-seq cell. Significantly correlated genes for each NGC subtype were separately inputted to string-db.org multi protein network inference software using whole *Mus musculus* genome as reference for significance assessment. Correlations between the different electrophysiological measurements were also calculated for each NGC predicted subtype.

#### Layer-electrophysiological correlates

Overall correlation for each electrophysiological parameter on each NGC subtype was correlated (Pearson, R) with respect to the quantitative annotation of patch-seq cell radial position. To assess the relationship between each electrophysiological feature and each cortical layer (or sublayer) independently, χ^2^ Pearson residuals were calculated using the ‘chisq.test’ R function.

### Statistical analyses

All statistical analyses were performed using R standard libraries. Two-sided Kolmogorov–Smirnov test was used to assess statistical significance on histological quantifications aimed at interrogating differential cell population spatial distributions (Figs 1B, 5A, Fig. S9B). Unpaired *t*-test was used for comparing electrophysiological measurements between NGC subtypes. Hypergeometric tests were used for gene-set analysis to assess GO and HGNC gene family enrichments. Sample sizes were not pre-determined; statistical comparisons were conducted using the maximum sampling capacity at our disposal.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201830_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Developmental emergence of cortical neurogliaform cell diversity
**Source:** Development. 2023 Aug 1;150(15):dev201830. doi: 10.1242/dev.201830
**Supplement:** Supplementary information

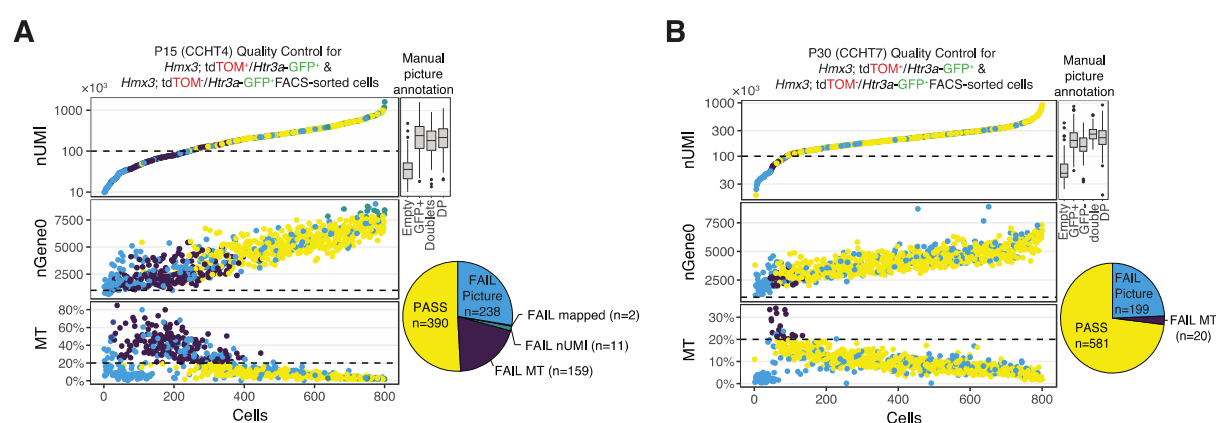

**Fig. S1. Quality Control in postnatal scRNA-seq datasets. A-B.** Scatter plots illustrating cell scores on Quality Control (QC) criteria applied to P15 and P30 microfluidic-based datasets containing both *Hmx3*-dtTOM<sup>+</sup>; *Htr3a*-GFP<sup>+</sup> and *Hmx3*-dtTOM<sup>-</sup>; *Htr3a*-GFP<sup>+</sup> cells: number of UMIs detected (nUMI), number of genes detected (nGene0) and percentage of mitochondrial reads (MT) (color-coding detailed below). Boxplot illustrating nUMI distribution by microfluidic chamber type: empty, GFP<sup>+</sup> (*Hmx3*-dtTOM<sup>-</sup>; *Htr3a*-GFP<sup>+</sup>), doublet or DP (*Hmx3*-dtTOM<sup>+</sup>; *Htr3a*-GFP<sup>+</sup>). Pie charts illustrating the proportion and number of cells by QC status (yellow: QC successfully passed (390 at P15, 581 at P30, blue, green or purple QC failed); blue: QC fail picture - bad quality picture or empty plate chamber; purple: QC fail - MT reads > 20%; green: QC fail - low nUMI count; light green: QC fail – low number of mapped reads).

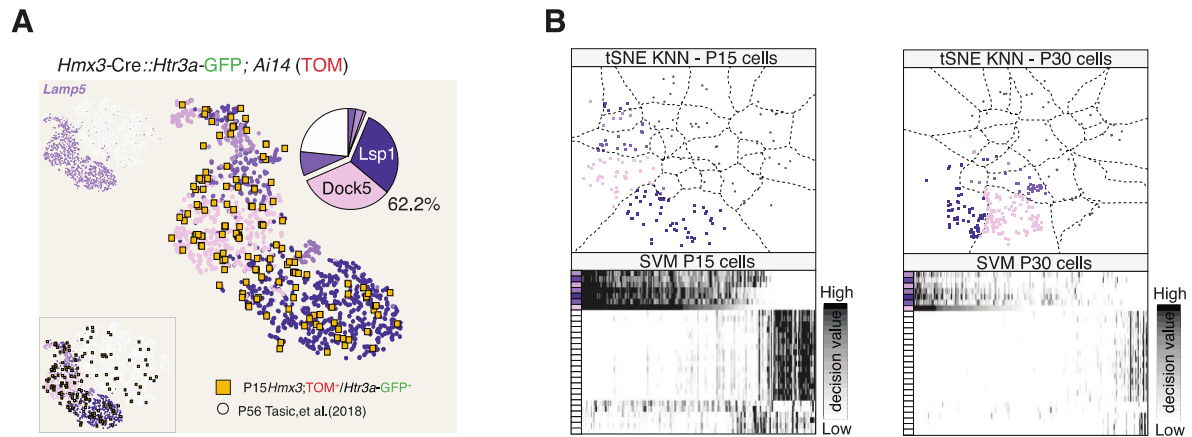

**Fig. S2. Cell type assignment of UL NGCs and prediction confidence assessment.** **A.** tSNE plot illustrating the integration of sequenced P15 NGCs that passed QC (*Hmx3*;tdTOM<sup>+</sup>/*Htr3a-GFP*<sup>+</sup>, n=196) onto a transcriptomic atlas of P56 cortical *Htr3a*-expressing INs (n=4743) (Tasic et al., 2018) (bottom tSNE inset covers all *Htr3a*-expressing IN subtypes, upper tSNE inset shows *Lamp5* expression among all *Htr3a*-expressing INs and main tSNE displays only *Lamp5*-expressing INs, n=1881). Pie chart displays the percentage of P15 NGCs mapping to the different *Htr3a*-expressing IN subtypes (highlighted NGCs fraction mapping to Dock5<sup>+</sup> NGC and Lsp1<sup>+</sup> NGC subtypes, 52.2% (n=36) and 47.8% (n=33) respectively; total 62.2% - 69 cells out of 111, remaining 85 cells failed to reach a consensus prediction). **B.** tSNE scatter plots and heatmaps depicting cell type prediction results for P15 and P30 *Hmx3*;tdTOM<sup>+</sup>/*Htr3a-GFP*<sup>+</sup> cells: KNN assignment tSNE scatter plot with averaged decision frontiers trained on Tasic 2018 cells and SVM heatmap decision weights. Color-Shape-coding: Dock5<sup>+</sup>NGCs (pink circles), Lsp1<sup>+</sup>NGCs (purple circles), all *Hmx3*;tdTOM<sup>+</sup>/*Htr3a-GFP*<sup>+</sup> cells (yellow squares), *Lamp5*<sup>+</sup> subtypes (shades of purple circles), *Lamp5*<sup>-</sup> subtypes (white circles), SVM decision values (gradient from white (low confidence) to black (high confidence)), *Lamp5* expression (gradient from white (lowest RPM) to dark green (highest RPM)).

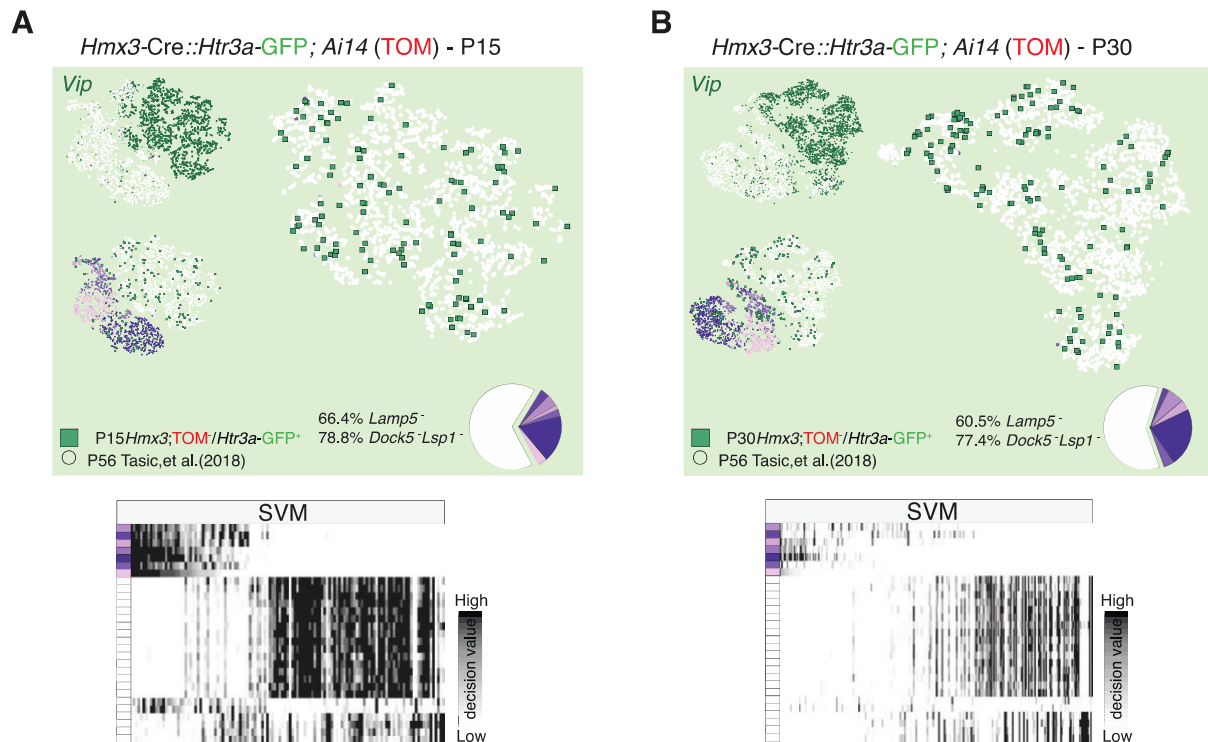

**Fig. S3. Cell type assignment of non-NGC *Htr3a*-expressing INs.** **A.** tSNE plot illustrating the integration of sequenced P15 non-NGC *Htr3a*<sup>+</sup> INs (*Hmx3*;tdTOM-/ *Htr3a*-GFP<sup>+</sup> cells, n=194) onto a transcriptomic atlas of P56 cortical *Htr3a*-expressing INs (n=4743) (Tasic et al., 2018). Bottom tSNE inset covers mapping through all *Htr3a*-expressing IN subtypes, upper tSNE inset shows *Vip* expression and main tSNE displays only *Lamp5*<sup>+</sup> INs. Pie chart displaying the percentage of P15 non-NGCs mapping onto *Htr3a*-expressing IN subtypes (white highlighted pie portion shows non-NGCs mapping to *Lamp5*-negative subtypes, 66.4% - 75 out of 113 assigned cells, remaining 81 cells failed to reach a consensus prediction). *Dock5-Lsp1*- P15 non-NGCs constitute the 78.6% - 89 out of 113 assigned cells). Heatmap depicting cell type prediction results for P15 non-NGC cells: represented by SVM decision values (model weights). **B.** Similarly as in **A**, for P30 non-NGC *Htr3a*<sup>+</sup> INs (*Hmx3*;tdTOM-/ *Htr3a*-GFP<sup>+</sup> cells, n=280) (map preferentially to *Lamp5*-negative subtypes, 60.5% - 75 out of 124 assigned cells (remaining 156 cells failed to reach a consensus prediction). *Dock5-Lsp1*- P30 non-NGCs constitute the 77.4% - 96 out of 124 cells). Color-Shape-coding: *Hmx3*;tdTOM-/ *Htr3a*-GFP<sup>+</sup> cells (green squares), *Lamp5*<sup>+</sup> subtypes (shades of purple circles), *Lamp5*<sup>-</sup> subtypes (white circles), SVM decision values (gradient from white (low confidence) to black (high confidence)), *Vip* expression (gradient from white (lowest RPM) to dark green (highest RPM)).

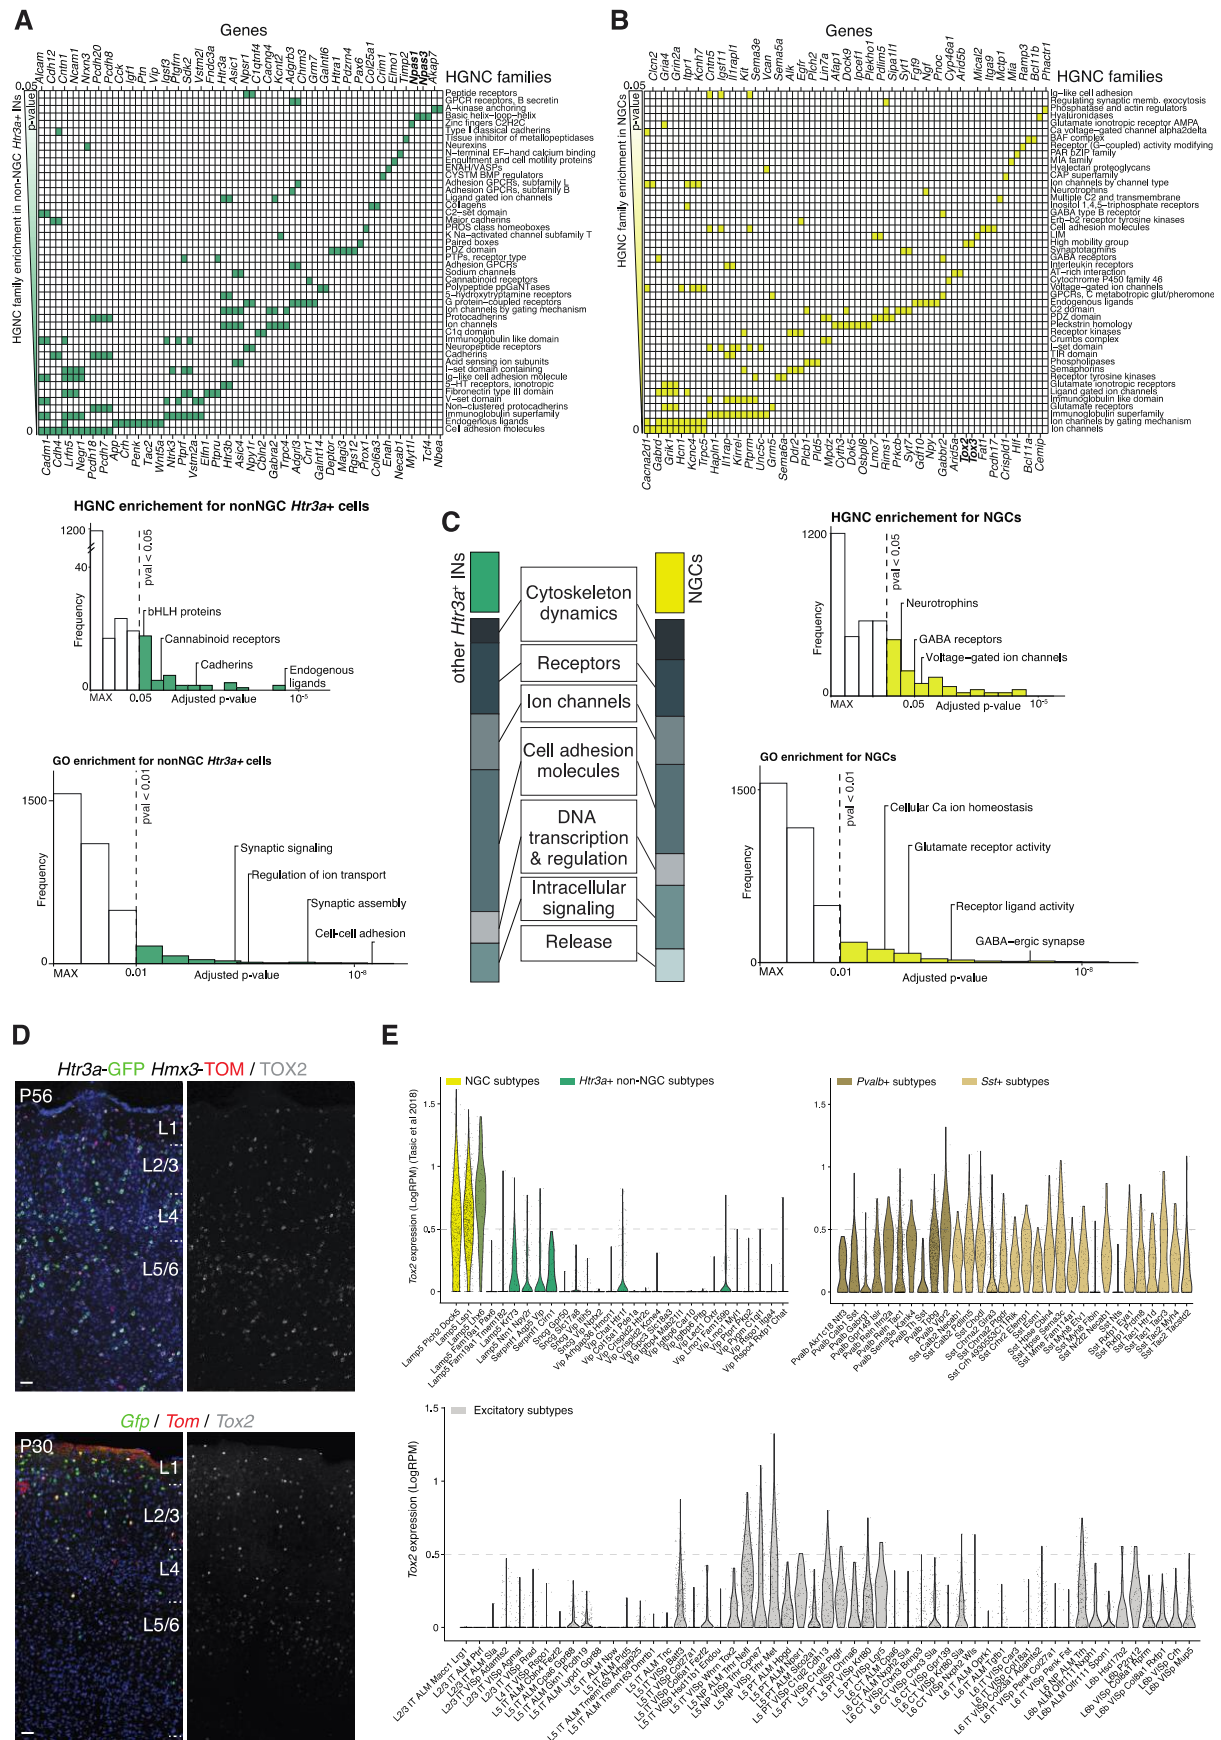

*Htr3a*<sup>+</sup> INs other than NGCs (rows) (p-value filling, scale from white (low) to green (high)). Detailed information on gene enrichments here represented is available in Table S5. Histograms display p-value frequency bins for GO and HGNC items. Dashed vertical line signals significance threshold (lower than 0.05 for HGNC and lower than 0.01 for GO terms) and significant histogram bins are cell type-colored (yellow; white in histograms indicates no enrichment). **B.** Heatmap highlighting enriched HGNC families for SVM identified genes (columns) in NGCs (rows) (p-value filling, scale from white (low) to yellow (high)). Histograms display p-value frequency bins for GO and HGNC items. Dashed vertical line signals significance threshold (lower than 0.05 for HGNC and lower than 0.01 for GO terms) and significant histogram bins are cell type-colored (yellow; white in histograms indicates no enrichment). **C.** Bar-plot comparing proportion of enriched HGNC family groups for compared cell types' (NGCs in yellow versus other *Htr3a*<sup>+</sup> INs in green) (see Table S5 for a detailed view on HGNC family grouping). **D.** Example images of Tox2 mRNA expression at P56 (top) and TOX2 protein expression at P30 (bottom) in the cortex. **E.** Violin plots showing Tox2 mRNA expression in adulthood for all neuronal transcriptomic subtypes described in Tasic et al., 2018 (this third-party dataset and its nomenclature was used): NGCs (yellow), *Htr3a*-expressing non-NGCs INs (green), Pvalb-expressing INs (brown), Sst-expressing INs (beige), excitatory subtypes (grey); grey dashed line at 0.5 logRPM threshold. Scale bars: D, both, 50  $\mu$ m.

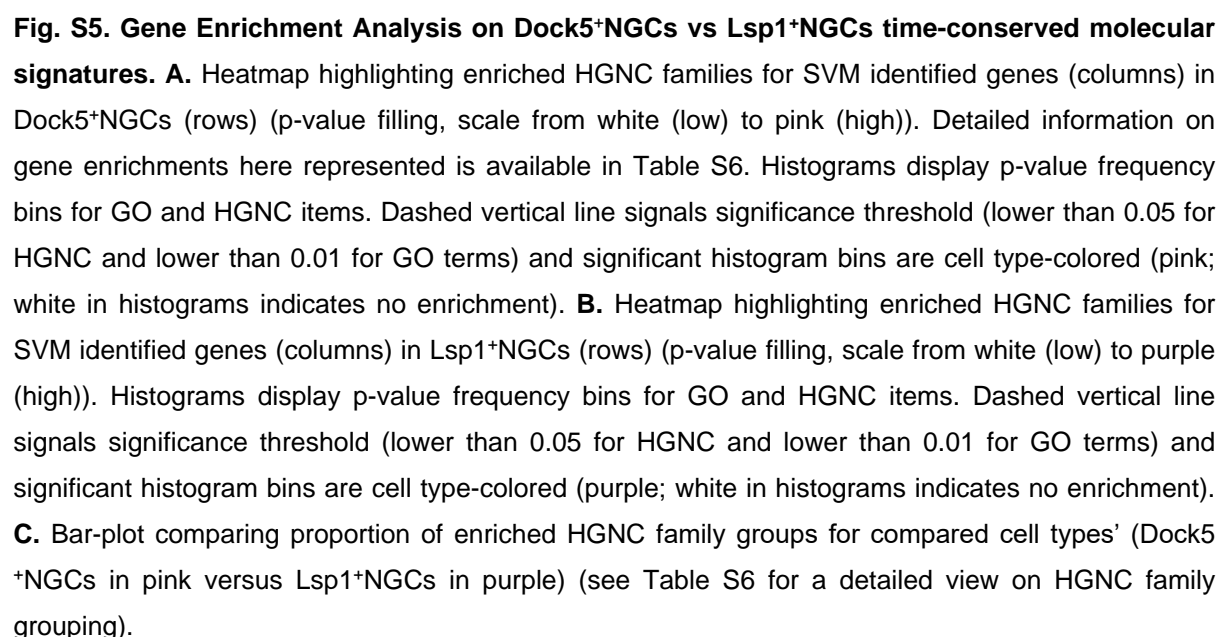

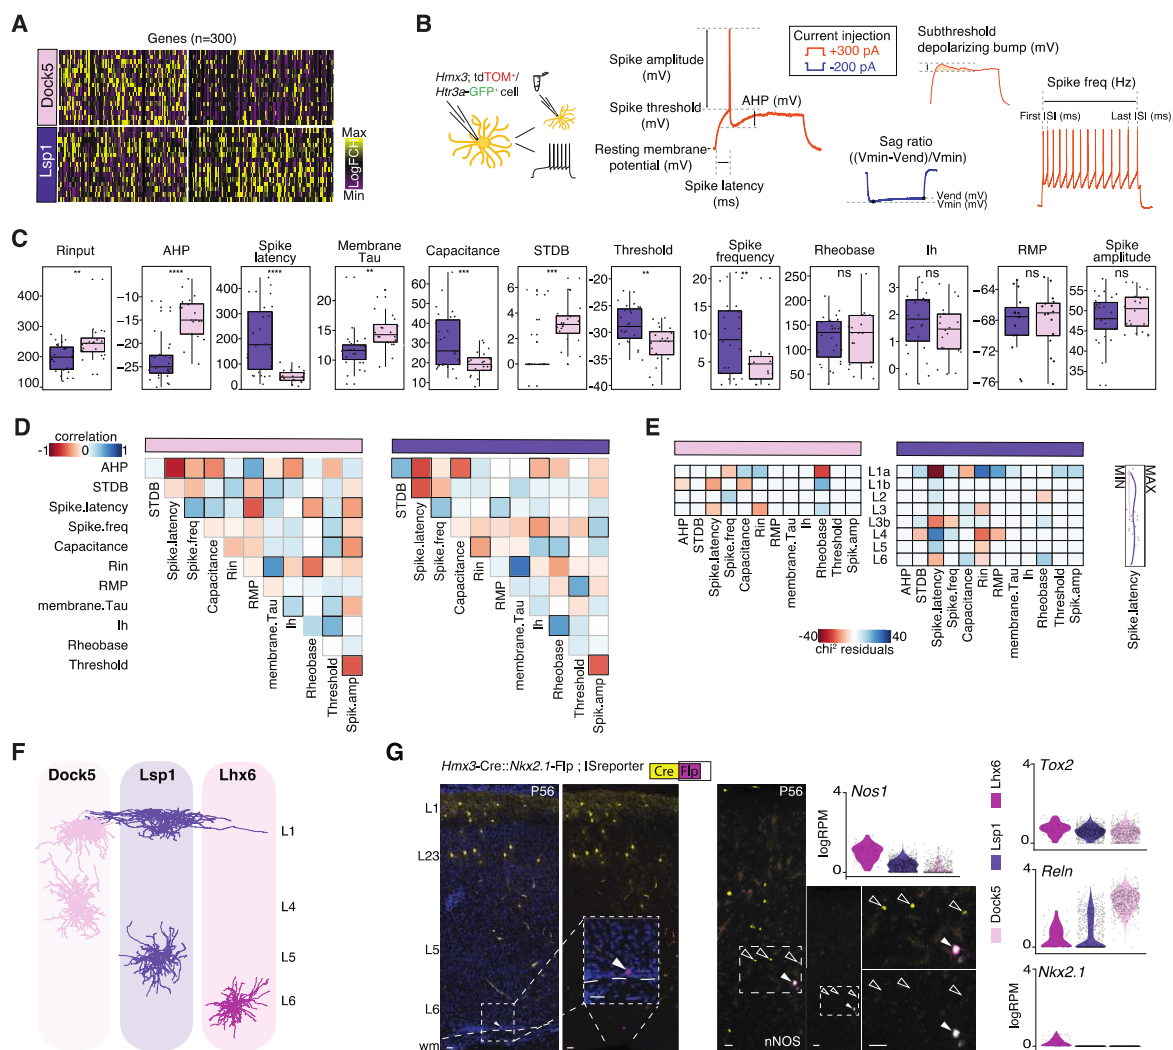

**Fig. S6. Functional and anatomical correlates of NGC-subtypes.** **A.** Heatmap illustrating the expression Fold Change for each patch-sequenced NGC and SVM gene (Dock5<sup>+</sup>NGCs, pink; Lsp1<sup>+</sup>NGCs, purple) (300 genes, 47 cells). **B.** Schematic representation of measured electrophysiological parameters in patch-seq protocol. **C.** Boxplots displaying the scores for each electrophysiological parameter for each single cell (split and color-coded by NGC subtype) (unpaired t-test; significance representation: ns: non-significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ;  $n = 20$  Dock5<sup>+</sup>NGCs and  $n = 27$  Lsp1<sup>+</sup>NGCs). **D.** Pearson correlation heatmap between the different electrophysiological features within each NGC subtype (correlation color-coding gradient: red (strong anticorrelation) - white (non-related) - blue (strong correlation)). **E.** Chi-square residuals heatmap illustrating the relation between the cortical layer of the patched NGC compared to electrophysiological parameters (residuals color-coding gradient: red (strong negative association) - white (non-associated) - blue (strong positive association)). Scatter-LOESS plot with NGC-subtype color-coding representing the cortical radial position of patched cells (y-axis) and their spike latency values (x-axis). **F.** Examples of morphological reconstructions for each NGC subtype across cortical layers, adapted from Scala et al., 2021 (published under a Creative Commons CC BY 4.0 license: <https://creativecommons.org/licenses/by/4.0/>). (color-coding represents NGC subtypes: Lhx6<sup>+</sup>NGCs (dark pink), Lsp1<sup>+</sup>NGCs (purple), Dock5<sup>+</sup>NGCs (light pink)). **G.** Example images of cortical section

displaying putative Lhx6+NGC subtype cells genetically fate-mapped using Hmx3-Cre::Nkx2.1-Flp; ISreporter mice and their nNOS protein expression. Violin plots representing logRPM expression values for genes of interest in Lhx6+NGCs compared to other NGC subtypes (color-coding represents NGC subtypes: Lhx6+NGCs (dark pink), Lsp1+NGCs (purple), Dock5+NGCs (light pink) (Tasic et al., 2018 labeled cells). Scale bars: G, low and high-magnification 25µm. Abbreviations: AHP (after hyperpolarization potential), STDB (subthreshold depolarizing bump), RMP (resting membrane potential), Rin (input resistance), Ih (hyperpolarization-activated cation current), amp (amplitude), freq (frequency), lat (latency), tau (membrane time constant), ISreporter (intersection-subtraction reporter).

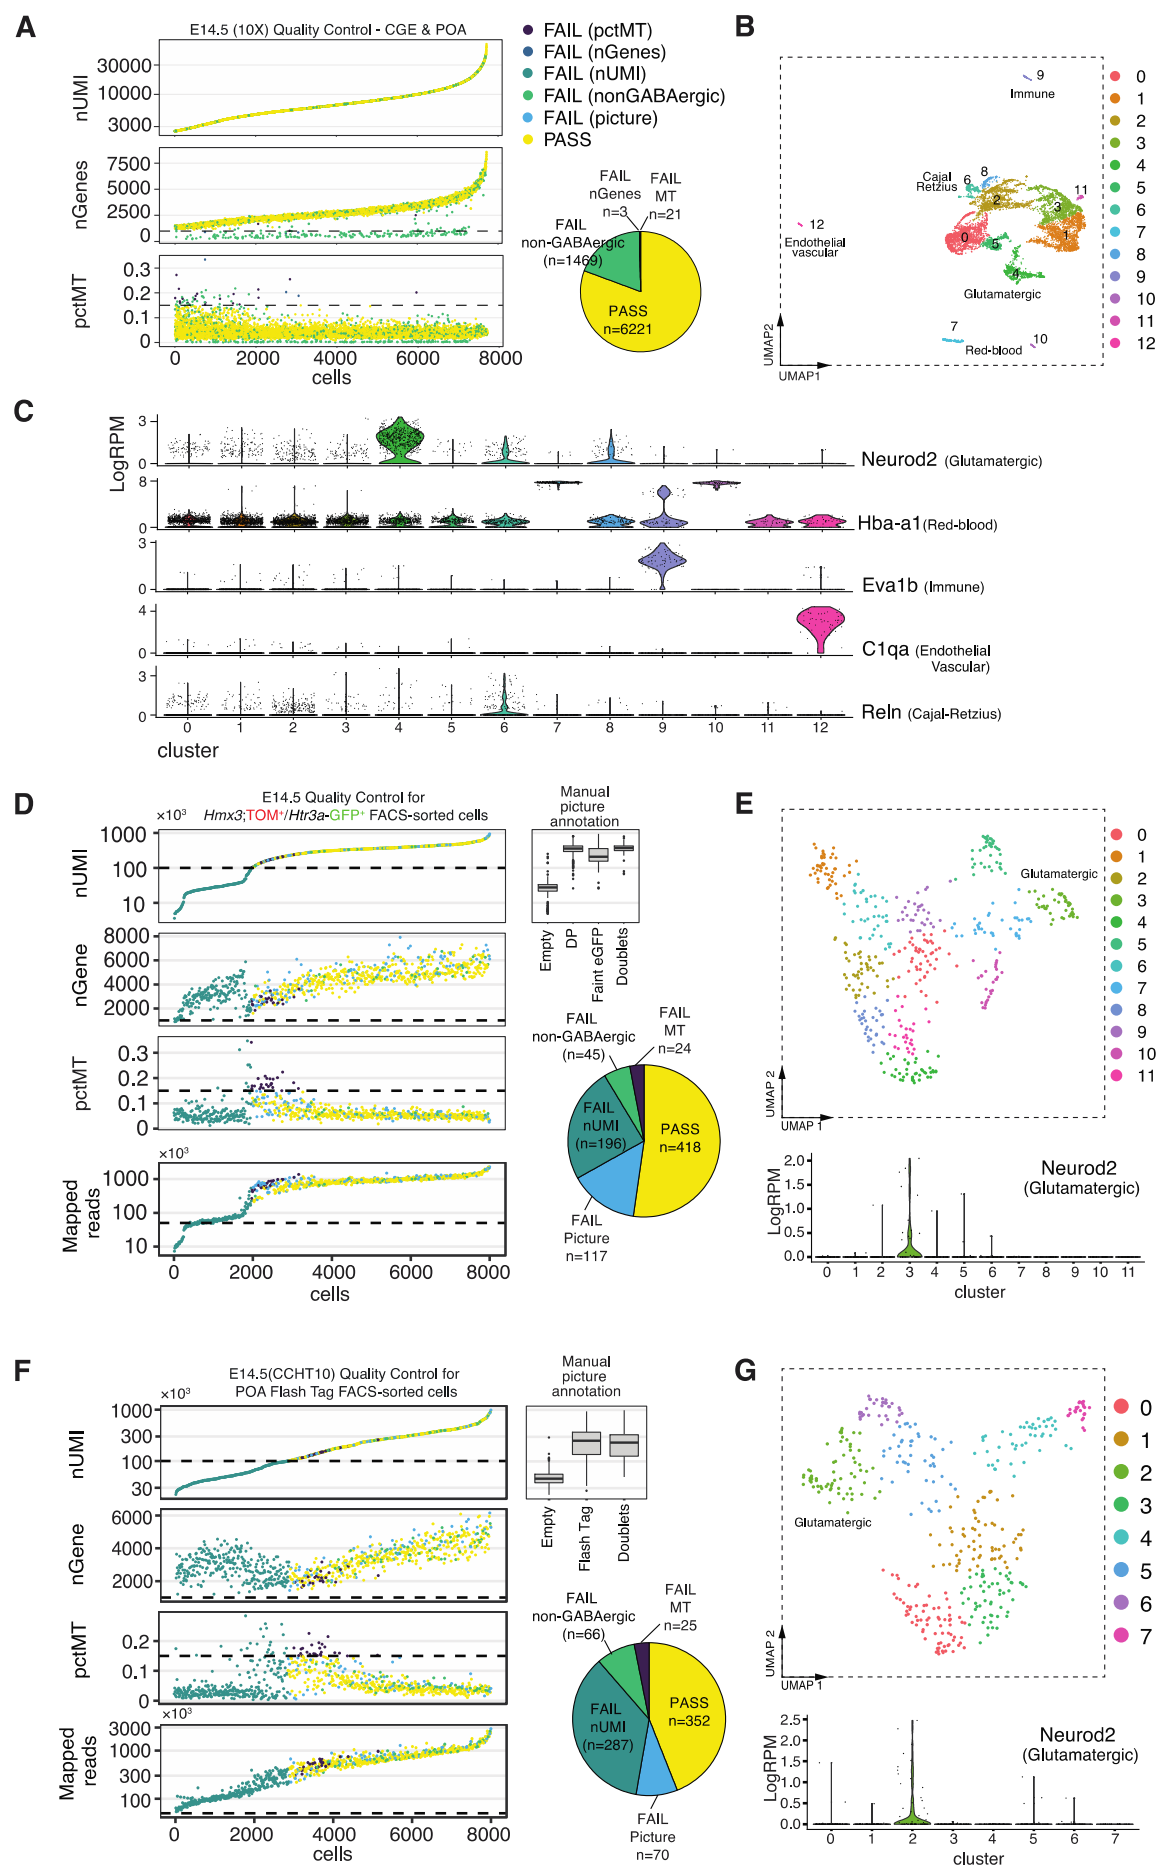

**Fig. S7. Quality Control in embryonic scRNA-seq datasets.** **A.** Scatter plots illustrating cell scores on Quality Control (QC) criteria applied to droplet-based datasets containing WT cells both from POA and CGE: number of UMIs detected (nUMI), number of genes detected (nGene0) and percentage of mitochondrial reads (MT). Pie charts illustrating the proportion and number of cells by QC status (yellow: QC successfully passed (4115 for CGE, 2106 for POA), QC failed - purple: QC fail - MT reads; green: QC fail - nUMI count; light green: QC fail – non-GABAergic). **B.** UMAP scatter plot illustrating cell types found among WT E14.5 CGE and POA datasets (text-labeled cell types were removed). **C.** LogRPM expression of illustrative marker on each UMAP cluster (B) removed for further analysis. **D.** Scatter plots illustrating cell scores on QC criteria applied to the FACS-sorted E14.5 dataset containing *Hmx3*;tdTOM<sup>+</sup>/*Htr3a*-GFP<sup>+</sup> cells. Boxplot illustrating nUMI distribution by microfluidic chamber type: empty, GFP<sup>+</sup> (*Hmx3*-dtTOM<sup>-</sup>/*Htr3a*-GFP<sup>+</sup>), doublet or DP (*Hmx3*-dtTOM<sup>+</sup>/*Htr3a*-GFP<sup>+</sup>). Pie chart illustrating the proportion and number of cells by QC status (yellow: QC successfully passed (418), blue, green or purple QC failed); blue: QC fail picture - bad quality picture or empty plate chamber; purple: QC fail - MT reads; green: QC fail - nUMI count; light green: QC fail –non-GABAergic). **E.** UMAP scatter plot illustrating cell types found among *Hmx3*-dtTOM<sup>-</sup>/*Htr3a*-GFP<sup>+</sup> E14.5 POA cells (text-labeled cell types were removed). LogRPM expression of illustrative marker on each UMAP cluster removed for further analysis. **F.** Scatter plots illustrating cell scores on QC criteria applied to the FACS-sorted E14.5 POA dataset containing 2+ Flash Tagged (FT) cells. Boxplot illustrating nUMI distribution by microfluidic chamber type: empty, FT<sup>+</sup> or doublet. Pie chart illustrating the proportion and number of cells by QC status (yellow: QC successfully passed (352), blue, green or purple QC failed); blue: QC fail picture - bad quality picture or empty plate chamber; purple: QC fail - MT reads; green: QC fail - nUMI count; light green: QC fail –non-GABAergic). **G.** UMAP scatter plot illustrating cell types found among FT E14.5 POA cells (text-labeled cell types were removed). LogRPM expression of illustrative marker on each UMAP cluster removed for further analysis.

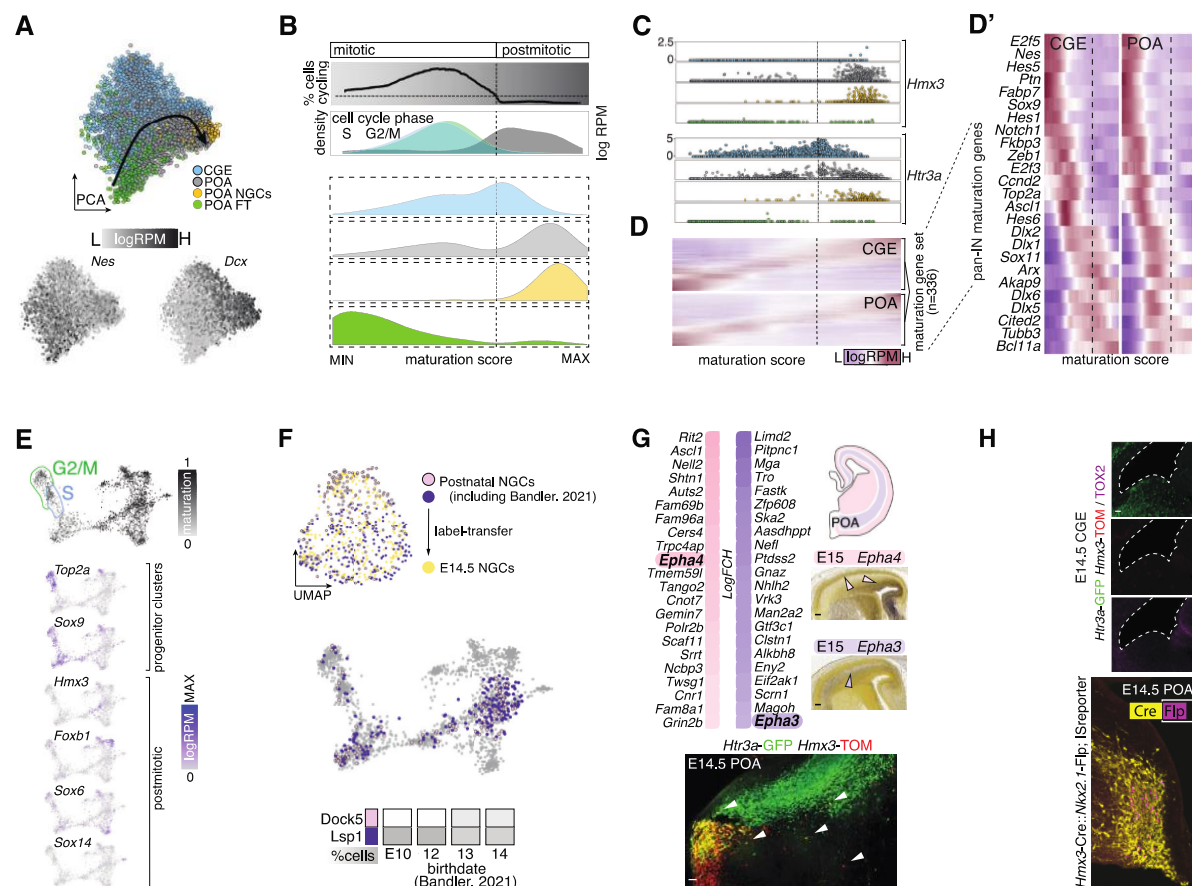

**Fig. S8. NGC embryonic maturation and subtype characterization.** **A.** PCA plots displaying cells from all collected E14.5 scRNA-seq datasets (CGE WT, n=4115, blue; POA WT, n=2106, grey; POA 2+ FT, n=352, green; POA *Hmx3*-dtTOM-;*Htr3a*-GFP<sup>+</sup>, n=418, yellow) (Table S11, Table S12). Pseudotime fitted curve and expression of two time-genes: *Nes* and *Dcx*, early and late respectively (logRPM white (low) – grey (high) gradient). **B.** Scatter and density plots illustrating the reconstructed E14.5 maturation score (=pseudotime) according to the percentage of cycling cells and their cycle phase at each moment in development (S phase, blue; G2/M phases, green) (Table S11, Table S12). Jittered density plots showing the position in maturation of each cell color-coded and split by dataset (CGE, blue; POA WT, grey; POA FT, green; POA *Hmx3*-dtTOM-;*Htr3a*-GFP<sup>+</sup>, yellow). **C.** Scatter plots showing the expression of genes used to fate-map NGCs across maturation score and datasets. **D.** Heatmap illustrating the set of genes used for reconstructing the POA&CGE maturation trajectory (n=336) (Table S13) ordered by their peak expression in pseudotime and color-coded by their logRPM value (violet (low) – white (mid) -brown (high) gradient). **D'** High-magnification of heatmap depicted in D highlighting the subset of genes described by Mayer et al., 2018 as maturation genes in MGE and LGE (pan-IN maturation genes). **E.** POA-dataset integration UMAP (Table S12) color-coded by: (top) maturation score (white (low) – black (high) gradient), and (bottom) cell cycle scores for S and G2M phases (black (low) – green (high) gradient), logRPM expression of cluster markers (grey (low) – blue (high) gradient). Markers belonging to progenitor or postmitotic clusters are detailed (Table S13). **F.** UMAP plot illustrating integration results for three datasets: Bandler, 2021 STICR, postnatal NGCs and embryonic NGCs (Table S13). Shape/color-coding: pink circles, Bandler Dock5<sup>+</sup>NGCs; purple circles, Bandler Lsp1<sup>+</sup>NGCs; pink squares, postnatal Dock5<sup>+</sup>NGCs; purple squares, postnatal Lsp1<sup>+</sup>NGCs;

yellow circles, embryonic NGCs. POA UMAP highlighting E14.5 cells belonging to the NGC lineage color-coded by subtype label-transfer. Heatmap illustrating the percentage of Bandler, 2021 cells by NGC subtype and birthdate (color-filling white (low) – grey (high) gradient) (% subtype birthdate - E10: 100% Lsp1<sup>+</sup>NGCs, 4% of total; E12: 100% Lsp1<sup>+</sup>NGCs, 5% of total; E13: 65% Lsp1<sup>+</sup>NGCs, 30% of total; E14: 66% Lsp1<sup>+</sup>NGCs, 30% of total). **G.** Heatmap representing gene-expression fold change for the most differentially expressed genes between postmitotic NGC subtypes at E14.5 (color-filling gradient of pink for Dock5<sup>+</sup>NGCs and gradient of purple for Lsp1<sup>+</sup>NGCs). Gene names are color-coded by their predicted localization in the nucleus (red) or cytoskeleton/projection (blue). Schematic of putative migratory routes used by cells expressing Eph receptors A4 and A3. Allen Brain Atlas ISH pictures of sagittal E15 and E18 brain sections stained against *Epha4* and *Epha3* mRNAs. High magnification and low magnification pictures of E14.5 coronal brain section from the *Htr3a*-GFP; *Hmx3*-tdTOM mouse line highlighting putative NGCs (white arrowheads). **H.** *Htr3a*-GFP; *Hmx3*-tdTOM E14.5 coronal section illustrating TOX2 protein absence among CGE cells (magenta). POA E14.5 coronal section from the *Hmx3*-Cre;*Nkx2.1*-Flp;ISreporter intersectional mouse line indicating the microdomain of the mixed *Hmx3* and *Nkx2.1* lineage (magenta *Hmx3*<sup>+</sup>*Nkx2.1*<sup>+</sup> cells; yellow, *Hmx3*<sup>+</sup>*Nkx2.1*<sup>-</sup> cells). Scale bars: G, Low magnification: 100μm, High magnification: 25μm; H, High and Low magnification: 25μm.

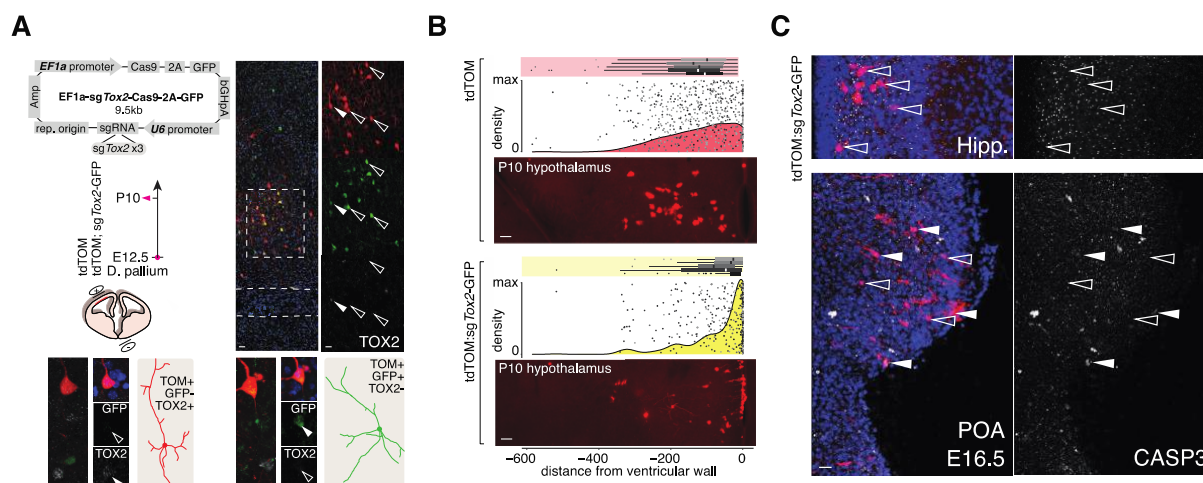

**Fig. S9. Characterization of in-utero POA electroporation.** **A.** Schematic illustrating the design of the sgTox2-GFP plasmid containing 3 single guidance sequences. CRISPR strategy validation: schema illustrating *in-utero electroporation* experimental strategy and analysis pipeline for downregulating *Tox2* in dorsal pallium at E12.5. High- and Low-magnification pictures of P10 cortex. E12.5-electroporated excitatory neurons in L5/6 (GFP<sup>+</sup>TOM<sup>+</sup>, yellow in merged) are lacking TOX2 protein expression (empty arrowheads). High-magnification pictures of L5 example electroporated pyramidal cells and their morphological reconstruction. Left: tdTOM control cell; right: TOM<sup>+</sup>;sgTox2-GFP<sup>+</sup> CRISPR-targeted cell. **B.** Microscopy pictures of hypothalamus at P10 after E14.5 POA *in-utero* electroporation. Density/scatter plots illustrating position of electroporated cells quantified (cell distance in pixels from the ventricular surface) (Table S15). Biological replicates split in inset boxplots (n=5 brains per condition, 620 tdTOM control, 372 sgTox2 cells). **C.** Pictures of CASP3 protein expression in embryonic hippocampus and POA at E16.5, following tdTOM;sgTox2GFP *in-utero* electroporation. Arrowheads indicate electroporated cells CASP3<sup>+</sup>; empty arrowheads cells CASP3<sup>-</sup>. Scale bars: A, top panel - 25μm, bottom panel - 15μm; B, C 25μm.

**Table S1. Postnatal scRNAseq QC, metadata and cell type assignment.**

[Click here to download Table S1](#)

**Table S2. Postnatal scRNAseq cell type enrichment.**

[Click here to download Table S2](#)

**Table S3. Quantification of smFISH against *Dock5* and *Lsp1* in fate-mapped P56 cortical NGCs.**

[Click here to download Table S3](#)

**Table S4. Core Postnatal cells maturation score and labeling.**

[Click here to download Table S4](#)

**Table S5. *Htr3a*<sup>+</sup>IN Type (NGC vs other *Htr3a*<sup>+</sup> INs) molecular architectures, GO and HGNC gene enrichment analysis.**

[Click here to download Table S5](#)

**Table S6. NGC Subtype (*Dock5*<sup>+</sup>NGCs vs *Lsp1*<sup>+</sup>NGCs) molecular architectures, GO and HGNC gene enrichment analysis.**

[Click here to download Table S6](#)

**Table S7. *Tox2* smFISH quantification in fate-mapped P56 postnatal cortical NGCs.**

[Click here to download Table S7](#)

**Table S8. *Rxfp1* smFISH quantification in fate-mapped P56 postnatal cortical NGCs.**

[Click here to download Table S8](#)

**Table S9. Postnatal patch-seq QC, metadata and cell type assignment.**

[Click here to download Table S9](#)

**Table S10. Postnatal patch-seq intrinsic properties and PCA coordinates, subtype statistics, electrophysiology-layer correlations, gene-electrophysiology correlations and functional network analysis.**

[Click here to download Table S10](#)

**Table S11. E14.5 CGE scRNAseq QC statistics, metadata, pseudotime and PCA coordinates.**

[Click here to download Table S11](#)

**Table S12. E14.5 POA scRNAseq QC statistics, metadata, pseudotime, PCA and UMAP coordinates, cluster assignment and NGC type assignment.**

[Click here to download Table S12](#)

**Table S13. Pseudotime genes, POA cluster fate-mapping enrichment, cluster TF markers, NGC pseudogene Zscore across development, lineage cell type assignment, postmitotic markers NGC subtypes.**

[Click here to download Table S13](#)

**Table S14. Tox2 IHC quantification in fate-mapped E14.5 NGCs.**

[Click here to download Table S14](#)

**Table S15. *In-utero*-electroporation quantifications and analysis.**

[Click here to download Table S15](#)

**Table S16. List of Primary Antibodies and RNA-Scope probes.**

[Click here to download Table S16](#)

How the deposited data were processed for this re-analysis (not part of the article)

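The data were single-cell RNA profiles of mouse interneurons. Htr3a-GFP+ cells of the upper layers of the cortex were sorted with and without tdTOM at P15 and P30 and captured on C1 chips (196 and 194 cells at P15, 301 and 280 at P30). At E14.5, 418 tdTOM+/GFP+ and 352 FlashTag+ POA cells were captured on C1 chips, and 2106 POA and 4115 CGE cells in droplets. A further 47 tdTOM+/GFP+ cells were patched and sequenced. All deposited tables hold counts per gene and cell, which the authors made from reads aligned to GRCm38 and, for the C1 and droplet cells, with duplicates removed by UMI. For the patch-seq cells, the methods state that the sequencing procedure was identical to that of the postnatal cells. Of the C1 and droplet cells, the authors left out those below 1000 genes or, on C1 chips, 100000 UMIs. They also left out cells above 20% (postnatal) or 15% (embryonic) mitochondrial reads. For the patch-seq cells the paper states other criteria, among them under 15% mitochondrial reads. The deposited patch-seq cells reached 19.9% mitochondrial counts, and all 47 were kept. In the deposited tables, 5 tdTOM+ and 9 tdTOM- cells at P15 and 9 tdTOM+ and 5 tdTOM- cells at P30 hold fewer than 100000 counts; they were kept. No column of values was left unused (0 columns).

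Each cell took its sort, age and subtype from its deposited labels. With no animal named, each sort or collection was 1 sample, so no test was run, no p-value or standard error is given, and no genes are counted as changed. Inconclusive cells were left out of the subtype comparisons. Counts were summed per group and given as CPM with exact Poisson intervals, shares with exact Clopper-Pearson intervals, both at 95%, and 10 CPM were added before log2 folds. Depth set the precision: the core groups summed to 20241510 and 26617367 counts at P15 and 29002098 and 24741979 at P30 for NGCs and non-NGCs. For shares of cells with a count, each cell was thinned at random to the depth at percentile 10 of its comparison, and cells below that depth were left out. The genes named were those the paper names in its text for the compared groups, and per direction the 3 with the largest smaller fold of both ages among genes with at least 50 CPM in the higher group at each age.

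Droplet cells were called progenitor-like when Nes, Hes5, Hes1, Sox9, Fabp7, Top2a and Mki67 together had more counts than Dcx, Tubb3, Gad1, Gad2, Dlx5, Dlx6 and Stmn2, and post-mitotic GABAergic-like in the opposite case. This gave 524 and 1543 POA cells and 1168 and 2300 CGE cells of those deep enough, with 39 and 64 cells that had as many of both. Lists of markers of glutamatergic, red-blood, immune, vascular and Cajal-Retzius cells were used for 1 alternative, which left out every cell with a count of any of them and kept 13 POA and 259 CGE cells. No program for finding doublets was run; leaving out the top 5% of droplet cells by UMIs was an alternative. The POA collections were integrated and clustered with Seurat on 2000 variable genes, 20 components and 20 neighbours at resolution 0.8.

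The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0. The steps were tested on simulated data. Of 200 genes changed by a known fold at P30, 196 came back within 0.1 log2 for NGCs against non-NGCs and 188 for Dock5+NGCs against Lsp1+NGCs, all 200 in the right direction each time. In simulated droplet libraries, genes with shared slopes gave a median correlation of 0.977, and genes without shared slopes 0.108.

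The alternatives were other measures (mean CPM of single cells, mean of log-transformed values, thinned shares, thinned sums), 1 or 100 CPM added, a filter on genes under 10 CPM, mitochondrial genes left out of totals, plate rows 1 to 20 or 21 to 40, whole sorts, deeper cells, the largest cell left out, patch-seq cells of P15 to P18, other numbers of bins, components and variable genes, other resolutions, and 10 other seeds for the sample of cells. The electrophysiological, anatomical and imaging data and the adult reference cells were not used here.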

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

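The alternatives in this part were planned, but their use as tests of explanations for Pcdh10, Pcdh17, Spout1 and Lamb1 was chosen only after the result was seen. In the patch-seq cells these 4 genes lay in the opposite direction by summed counts from the sorted cells of both ages, which is why they are listed; the difference between the collections was not tested.

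The log2 fold of Dock5+NGCs over Lsp1+NGCs for Pcdh10 was 1.28 at P15, 1.81 at P30 and -0.54 in the patch-seq cells. A single patch-seq cell with a large count does not explain it, since the fold was -0.22 without the cell of each subtype that had the largest count of the gene, and the mean of per-cell CPM gave -0.29. Patched cells of P15 to P18 alone gave -0.56, an age between those of the sorted cells, whose folds were positive. The patching itself and the assignment of subtypes by a different model were not tested.

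Pcdh17 had log2 folds of 2.09 at P15, 0.99 at P30 and -0.20 in the patch-seq cells. Whether unequal depth of the patch-seq cells sets this direction cannot be told apart from a difference between the subtypes. On one side, by the mean CPM of single cells the fold was 0.52, and after thinning 0.30, the direction of the sorted cells. On the other, the mean of log-transformed values (-0.21) and the share of thinned cells (-0.072) kept the opposite direction, as did the cells of P15 to P18 alone (-0.12). A difference of method was not tested.

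Spout1 (log2 folds of -1.98 at P15, -2.81 at P30 and 0.39 in the patch-seq cells) and Lamb1 (-1.87, -1.85 and 0.46) were named by their folds at P15 and P30. Leaving out the cell of each subtype with the largest count of the gene moved them to -0.022 and -0.081 in the patch-seq cells. For Lamb1 a single cell with a large count may set the opposite direction, since the mean of log-transformed values was -0.31 as well. For Spout1 this cannot be told apart: the mean of log-transformed values (0.32) and the share of thinned cells (0.065) kept it higher in Dock5+NGCs. Patched cells of P15 to P18 alone gave 0.64 for Spout1 and 0.86 for Lamb1.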

How the results depend on the processing

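The tests with other seeds for the clustering and with tdTOM+/GFP+ cells of the equal samples as denominator were chosen only after the result was seen; the other alternatives were set before the data were examined. Of 1009 values under alternatives, over 91 results, 458 stayed within their interval for counting error (tallies within 1.5 times the main count), 538 moved by more, and 13 reversed. Shares, tallies and correlations have no sign to change, and neither a constant added to both groups nor a filter on low genes can change the sign of a fold. Of the 617 values that could reverse, 604 kept their direction. No paired analysis was possible because each group is 1 sample and the results come from no test; both sorts of an age came from the same pool of brains.

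With inconclusive cells in the denominator, NGCs were 35.2% of tdTOM+ cells at P15 and 36.9% at P30, and cells with neither label were 45.9% and 34.3% of tdTOM- cells, by construction. Among the deeper tdTOM+ cells at P15, NGCs were 50.8%; the cause was not tested. The lowest tallies of named genes, over 116 values, were 5 of 6 and 7 of 7 genes (NGC text), 25 of 28 and 29 of 30 (Fig. 2A), 9 of 10 at both ages (subtype text), and 15 of 19 and 16 of 20 (Fig. 2B), and in the patch-seq cells 8 of 10 and 17 of 20.

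For Hmx3 in E14.5 tdTOM+/GFP+ against FlashTag cells, the log2 fold was 2.00 by mean CPM, 1.53 by log-transformed values, 4.396 by thinned shares, 4.52 with 1 CPM and 0.37 with 100 CPM added, 2.00 without mitochondrial genes, 2.10 in plate rows 1 to 20 and 1.80 in plate rows 21 to 40. For Tox2 in E14.5 tdTOM+/GFP+ against FlashTag cells it was 0.86 by log-transformed values, 0.49 by thinned shares, 0.38 by thinned sums, 0.067 with 100 CPM added and 0.51 in plate rows 1 to 20, and it reversed to -0.18 by mean CPM and -0.21 in plate rows 21 to 40. Adding more CPM shrinks folds by construction; for the others the cause was not tested.

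Tox2 in the POA against the CGE was at 0.81 with 1 CPM and 0.22 with 100 CPM added. It reversed to -0.018 when cells with a marker count of another cell type were left out, which kept 13 POA cells with 2 Tox2 counts and 259 CGE cells with 30. The median correlation of the maturation profiles was 0.960 with 5 bins. The fate-mapped share of the cluster highest in Hmx3 was 24.2% with 10 components, 21.1% with 30 components and 54.7% without FlashTag+ cells; the cause was not tested.

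Among named genes, thinned shares reversed Syt1 at P15 (-0.00198), Npy at P30 (0.00995) and Cacna2d3 in the patch-seq cells (-0.23). For Syt1 and Npy 100% of the thinned cells of both groups had a count, so the share cannot show a difference. Grik2 at P15 reversed to -0.29 in plate rows 1 to 20. In the patch-seq cells, Pcdh17 reversed by mean CPM (0.52) and thinned sums (0.30), Dgkg in cells of P15 to P18 (0.40), Lamb1 by log-transformed values (-0.31), and Spout1 (-0.022) and Lamb1 (-0.081) without the largest cell. For Cacna2d3, Grik2, Pcdh17, Dgkg, Spout1 and Lamb1 the cause was not tested here.

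Leaving mitochondrial genes out of totals was not possible at P15, whose table has none, and plate rows do not apply to the patch-seq cells. Droplet depth, with a median of 7574 UMIs in the POA and 5710 in the CGE, limits what an absent count can show.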

Differences from the paper's values

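The tests with other seeds for the clustering and with another denominator were chosen only after the result was seen. The paper gives 23% as the paper's share of fate-mapped cells in its cluster of putative post-mitotic NGCs; here it was 36.8% (35 of 95 sampled cells) in the cluster highest in Hmx3. Of the alternatives set before the data were examined, the share lay within 1.5 times the paper's with 10 components (24.2%), 30 components (21.1%), all cells of the cluster (32.7%) and sample seeds 2 (30.5%), 3 and 4 (32.6%), 5 (31.6%) and 8 (27.4%). It did not with resolution 0.4 (36.8%) or 1.2 (40.0%), without FlashTag+ cells (54.7%), with Hmx2 and Hmx3 left out of the variable genes (36.8%), or with sample seeds 6, 7, 9, 10 and 11 (35.8% to 41.1%). Over 10 seeds for the clustering, chosen after seeing the values, it was 33.7% to 36.8%. The paper's wording leaves the denominator open. Of the 126 tdTOM+/GFP+ cells in the equal samples of all clusters, 35 lay in this cluster (27.8%), a denominator chosen after seeing the values that lies within 1.5 times the paper's value; of all tdTOM+/GFP+ cells, 48.6% did. No direction is drawn.

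For the training of its subtype classifier, the paper gives 76 as the paper's number of Lsp1+NGCs at P30, and the deposited labels give 35. The legend of the paper's Fig. 1A also gives 35, so the 76 differs from the paper's own number as well. No alternative applies to this number. The paper's numbers of Dock5+NGCs, 36 at P15 and 76 at P30, and of Lsp1+NGCs at P15, 33, match the labels.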

Other observations

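The tests chosen only after the result was seen were that of the deeper cells for inconclusive labels and those of the Lsp1 transcript at both ages; the tests on Vip were planned, but their split by age and the medians were added afterwards.

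In the E14.5 tdTOM+/GFP+ cells, genes found in 5 to 10% of the cells had a mean of 25.2 counts where present, against 1.15 in POA droplet cells. UMIs of 5 bases that count fragments more than molecules may explain this.

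Tox2 at P30 was at 169 CPM in tdTOM- cells labelled Lsp1 and at 65.3 CPM in tdTOM+ cells of other subtypes. Whether Tox2 follows the tdTOM mark or the subtype more cannot be told apart. The labels were assigned from the same expression values, and cells without an assigned subtype differed by the mark, with 169.6 CPM in inconclusive tdTOM+ and 50.3 CPM in inconclusive tdTOM- cells, as did cells of other subtypes (65.3 CPM and 35.1 CPM).

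Inconclusive cells had the lower median UMIs and genes in 4 of 4 sorts and ages, and low depth may have left some subtypes undecided. It does not explain all of them, since among the cells at or above the median depth of each sort at least 37.8% were inconclusive.

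Tox2 was counted in the CGE library, where the paper states that its transcripts were undetectable (its Fig. S8H shows protein), at 25.9 CPM (24.1 to 27.9) against 46.2 CPM (43.4 to 49.2) in the POA. Free RNA from other cells does not explain all of the CGE counts. After thinning, 4.02% of CGE progenitor-like cells and 10.0% of post-mitotic GABAergic-like cells had one. In the POA these shares were alike (12.0% and 12.2%), so the same test does not rule out free RNA there. Whether cells of the neighbouring medial ganglionic eminence give the CGE counts cannot be told apart. CGE cells without a count of Nkx2-1, Lhx6 or Sst had 56.3% (44.7% to 70.6%) of the Tox2 level of cells with one. At this depth, cells of that eminence can lack a count.

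Vip was at 271 CPM at P15 and 381 CPM at P30 in NGCs and was counted in 100% of them. In the patch-seq cells it was at 18.9 CPM and was counted in 17.0% of them. At P30, counts passing between wells of the same library column do not explain the sorted cells: the ratio of NGC Vip between columns with more and with less Vip was 1.08, against 2.27 in other cells. At P15 the ratio was 1.30, against 1.76 in other cells, and the explanation cannot be told apart, as the ratio of medians was 1.80. Between plate rows the ratio was 1.42 at P30 (1.33 without the largest cells, 1.03 for medians; 2.80 in other cells) and 0.826 at P15 (1.24 for medians; 1.97 in other cells). These values go both ways, and nothing is concluded from them. No biological explanation was tested.

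The Lsp1 transcript was at 13.0 CPM in Dock5+NGCs and 14.0 CPM in Lsp1+NGCs at P15, and at 11.5 CPM and 13.5 CPM at P30. In the patch-seq cells it was at 5.02 CPM and 53.6 CPM. The levels of the sorted cells rest on few cells. The transcript was counted in 8.3% and 18.2% of them at P15 and in 6.6% and 8.6% at P30, against 20.0% and 77.8% of the patch-seq cells. Whether counts passing between wells explain the near-equal levels of the sorted cells cannot be told apart. Such counts would reach the 42 tdTOM+ cells of other subtypes at P15 too, and these had no Lsp1 count (upper limit 0.212 CPM). The Dock5 transcript would be evened out as well, and its log2 fold was 2.21 at P30. Each test at the other age argues less against such passing. The log2 fold of the Dock5 transcript was 0.79 at P15. At P30 the tdTOM+ cells of other subtypes had Lsp1 at 5.43 CPM, counted in 2.8% of them. No biological explanation was tested.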
